# GW8510 Increases Insulin Expression in Pancreatic Alpha Cells through Activation of p53 Transcriptional Activity

**DOI:** 10.1371/journal.pone.0028808

**Published:** 2012-01-05

**Authors:** Dina Fomina-Yadlin, Stefan Kubicek, Amedeo Vetere, Kaihui Hu He, Stuart L. Schreiber, Bridget K. Wagner

## Abstract

**Background:**

Expression of insulin in terminally differentiated non-beta cell types in the pancreas could be important to treating type-1 diabetes. Previous findings led us to hypothesize involvement of kinase inhibition in induction of insulin expression in pancreatic alpha cells.

**Methodology/Principal Findings:**

Alpha (αTC1.6) cells and human islets were treated with GW8510 and other small-molecule inhibitors for up to 5 days. Alpha cells were assessed for gene- and protein-expression levels, cell-cycle status, promoter occupancy status by chromatin immunoprecipitation (ChIP), and p53-dependent transcriptional activity. GW8510, a putative CDK2 inhibitor, up-regulated insulin expression in mouse alpha cells and enhanced insulin secretion in dissociated human islets. Gene-expression profiling and gene-set enrichment analysis of GW8510-treated alpha cells suggested up-regulation of the p53 pathway. Accordingly, the compound increased p53 transcriptional activity and expression levels of p53 transcriptional targets. A predicted p53 response element in the promoter region of the mouse *Ins2* gene was verified by chromatin immunoprecipitation (ChIP). Further, inhibition of Jun N-terminal kinase (JNK) and p38 kinase activities suppressed insulin induction by GW8510.

**Conclusions/Significance:**

The induction of *Ins2* by GW8510 occurred through p53 in a JNK- and p38-dependent manner. These results implicate p53 activity in modulation of *Ins2* expression levels in pancreatic alpha cells, and point to a potential approach toward using small molecules to generate insulin in an alternative cell type.

## Introduction

Autoimmune attack on pancreatic beta cells in type-1 diabetes results in insulin deficiency and an inability to maintain glucose homeostasis [1]. Inducing the production of insulin in other cell types has the potential to assuage diabetes pathogenesis. Pancreatic alpha cells are attractive candidates because of their secretory nature, their developmental proximity to beta cells, and their location within the islet of Langerhans [2]. Further, conversion of alpha cells to functional beta cells has already been demonstrated in mice by ectopic expression of a single transcription factor, PAX4, in the developing pancreas [3]. Therefore, we hypothesized that small molecule-mediated stimulation of insulin expression in alpha cells is a necessary initial step for insulin production that does not require viral delivery [4] of master-regulatory transcription factors, and could lead to an alternative therapeutic strategy for type-1 diabetes.

Insulin expression is largely restricted to pancreatic beta cells, but there are low levels of expression in extra-pancreatic tissues, such as the brain [5], [6] and the thymus [7]. Temporal and tissue-specific regulation of the insulin gene demonstrates complexity across species [8]. The *cis*-regulatory 400-base pair region flanking the transcriptional start site (TSS) is highly regulated, controlled by both beta cell-specific transcriptional regulators and general transcription factors with widespread tissue distribution [8]. To date, most pancreatic endocrine cell research has focused on rodent cell lines [9]. In contrast to humans, rodents have a two-gene insulin system, with *Ins2* similar to the human insulin gene, and *Ins1* the result of a duplication-transposition of a partially processed *Ins2* mRNA product that lost the second intron [10], [11]. Here, we focused on modulation of *Ins2* transcription in mouse alpha cells.

Previously, we reported a high-content screen to identify small-molecule inducers of insulin expression in alpha cells, and the discovery of a putative kinase inhibitor [12]. A more focused exploration of the effects of other kinase inhibitors on insulin expression in alpha cells led us to discover that GW8510, a compound annotated as a CDK2 inhibitor [13], also up-regulates *Ins2* expression. Through further characterization of GW8510's effects on alpha cells, we demonstrate involvement of the p53 signal transduction pathway in the modulation of *Ins2* expression levels. P53 has transcription-factor activity and performs most of its biological functions through direct regulation of downstream transcriptional targets [14]. It functions by binding to specific DNA sequences containing p53 response elements, which results in either activation or repression of promoter activity of target genes [15], [16]. Integration of upstream signals leads to a variety of cellular responses to p53 activation, ranging from cell-cycle arrest, to differentiation, to apoptosis [17], [18]. Because of its functional diversity and its importance in cell-fate decisions, p53 levels and activity are tightly regulated through positive and negative feedback [19]. The best characterized negative feedback loop involves an E3 ubiquitin ligase, MDM2 [20], which is up-regulated by increased p53 levels or transcriptional activity [21]. Many signal-transduction pathways converge on p53, but result in differential regulation of downstream targets [22]. Thus, we sought to examine the mechanism by which GW8510 activates the p53 pathway and up-regulates *Ins2* expression. We determined that p53 binds to the *Ins2* promoter in alpha cells, and that GW8510 increases *Ins2* expression by up-regulating p53 transcriptional activity in a JNK- and p38-dependent manner. These results suggest that modulating these pathways with small molecules could be part of a feasible strategy for generating insulin in an alternative cell type.

## Results

Using high-content screening, we previously identified a compound, BRD7389, which induced insulin expression in alpha cells, and inhibited a wide variety of kinases biochemically [12]. To determine whether selective kinase inhibition could also induce insulin expression, we treated the mouse pancreatic alpha cell line, αTC1 clone 6 (αTC1.6), with the putative CDK2 inhibitor GW8510 for five days, and observed a dose-dependent induction of *Ins2* expression following treatment (Figure 1A). We observed similar effects when we used αTC1 clone 9 cells, which express more insulin basally (Figure S1). Transcript levels of glucagon, the endocrine hormone normally expressed in alpha cells, were unaffected by the compound. Expression of *Pdx1*, a beta cell-specific transcription factor capable of directly activating the *Ins2* promoter [23], was significantly induced at 1.65 µM and higher. An examination of the time course of gene expression revealed that GW8510 induced *Ins2* gene expression to its maximum after 48 hours, while Pdx1 was only up-regulated about two-fold after 96 hours (Figure 1B).

**Figure 1:**
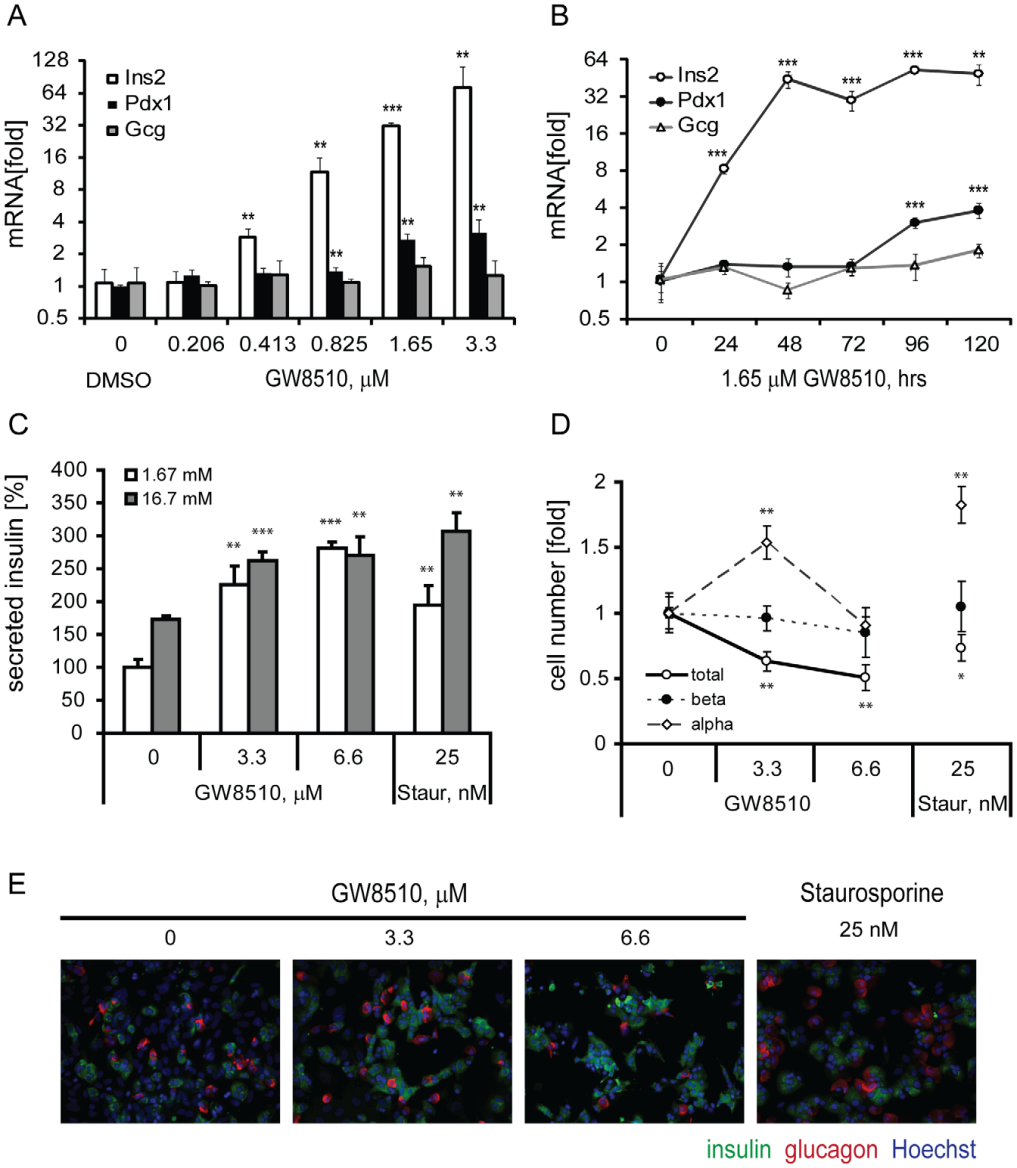
Effects of GW8510 treatment on mouse alpha cells and dissociated human islet cells. Pancreatic gene expression was measured by quantitative real-time RT-PCR (qPCR) following a (A) 5-day dose-response and (B) time-course with 1.65 µM GW8510. (C) Insulin secretion measurements in dissociated human islets following 5-day compound treatment at indicated concentrations. (D) Immunofluorescence analysis quantification of total cell numbers, measured by nuclear count, and numbers of alpha and beta cells, measured by glucagon and insulin staining, respectively, following compound treatment. (E) Representative images shown. All data represent the mean±SD of at least three experiments; *p<0.05, **p<0.01 and ***p<0.001.

Because BRD7389 treatment enhanced insulin secretion in dissociated human islet cells [12], we decided to explore the effects of GW8510 on the same process. Five-day treatment with GW8510 increased basal insulin secretion at 1.67 mM glucose as well as glucose-stimulated insulin secretion at 16.7 mM (Figure 1C). Interestingly, treatment with low levels of staurosporine, a potent broad-range kinase inhibitor [24], also enhanced insulin secretion in this system. Examination of the total cell number and the numbers of alpha and beta cells, quantified by immunofluorescence analysis, revealed that GW8510 treatment decreased the total number of cells, but did not cause a significant decline in beta cell numbers (Figure 1D, E). Interestingly, the number of alpha cells seems to be increased following treatment with both 3.3 µM GW8510 and staurosporine (Figure 1D, E). Pancreatic islets are made up of a heterogeneous population of cells [2], and it is difficult to pinpoint a compound's effect on a particular cell type, even in the dissociated islet system. Therefore, we decided to focus on elucidating the mechanism of GW8510-induced insulin expression in mouse alpha cells.

Since the induction of *Ins2* gene expression precedes *Pdx1* in this case, the initial increase in *Ins2* expression is likely to be induced by a mechanism not involving *Pdx1*. Furthermore, knock-down of CDK2 (Figure S2A) only marginally increased *Ins2* expression, while the use of other known CDK2 inhibitors (Figure S2B) had no effect on *Ins2* expression, suggesting that mechanisms other than CDK2 inhibition are likely to be responsible for up-regulation of *Ins2* by GW8510. Thus, in order to determine a potential mechanism of insulin induction, we treated mouse alpha cells with 3.3 µM GW8510 or 0.1% DMSO for five days, and performed gene-expression profiling of nearly 14,000 transcripts (see Methods). 

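The arrays read RNA from αTC1, a mouse cell line from a glucagon-producing islet tumour, and from βTC3, a mouse cell line from an insulin-producing islet tumour. Both tumours arose in mice carrying the SV40 large T antigen, a viral protein that binds p53 and the retinoblastoma protein. GW8510 is a small molecule that the paper describes as a putative CDK2 inhibitor, and DMSO is its vehicle. In each line, 3 cultures treated with 3.3 µM GW8510 and 3 treated with 0.1% DMSO were collected on day 5, which gave 4 groups of 3 biological replicates. RNA was hybridized to Affymetrix Mouse Genome 430A arrays, on which a gene is read by 1 or more probe sets.

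The submitters name RMA, which corrects for background, normalizes the arrays to each other and combines the probes of each probe set. The deposited intensities are on a linear scale and lie between 20 and 20000, bounds that are assumed to have been set by the authors. In alpha cells the median intensity of an array was 173.7 to 181.8, with 703 to 1038 of 22690 probe sets at the lower bound and 38 to 44 at the upper bound. Intensities were converted to log2, and each of 12255 genes was read from the probe set with the highest mean over the 12 arrays among those that carry 1 gene symbol. Array to array, the lowest Pearson correlation across genes was 0.998 among the alpha DMSO arrays and 0.994 among the alpha GW8510 arrays, although genes are not independent replicates.

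GW8510 was compared with DMSO within each cell line by limma, with all 12 arrays in 1 fit and Benjamini-Hochberg adjustment over all genes. Across genes, the median standard error of a log2 fold change was 0.08, and the number of arrays limits this precision. Gene lists were written before the data were examined and tested with camera, which compares the fold changes of a list with those of all other genes. It was run with a preset correlation of 0.01 between genes and adjusted over 23 lists. Because the paper's figures had been seen by then, list members shown there are counted apart for the p53 lists.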

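In alpha cells treated with GW8510, most of the measured genes in lists of mitosis, of DNA replication and of ER stress with the integrated stress response were lower, and most in lists of the lysosome and of NRF2 targets were higher. In each of these 5 lists some members did not pass or moved the other way, and none of the 5 differed from the other genes with an estimated correlation (adjusted p of 0.281 to 0.557). At the thresholds of the paper's volcano plot (at least 2-fold, unadjusted p under 0.01), 320 genes were up-regulated and 298 were down-regulated in the limma comparison. When every probe set was counted on its own, 481 probe sets were up-regulated and 447 were down-regulated.

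The largest rise was that of Rgs5, a regulator of G-protein signalling, from an intensity of 43.8 ± 1.56 with DMSO to 2492 ± 127 with GW8510 (mean ± SD, n = 3). This is 56.9-fold (adjusted p = 1.46e-12), and the other probe sets of Rgs5 gave log2 fold changes of 2.53 to 4.57. Ephx1, a microsomal epoxide hydrolase, rose 45.5-fold (adjusted p = 2.4e-11), from 117 ± 18.4 to 5259 ± 249.9. Selenop, the selenium carrier selenoprotein P, rose 21.4-fold. Ndrg1, a gene induced by hypoxia and other stress, fell from 5176 to 444, a log2 fold change of -3.54 (-3.51 to -2.50 in its other probe sets). Serpina1b, an alpha-1-antitrypsin gene, had a log2 fold change of -3.79, but its probe set can also bind transcripts of the near-identical Serpina1 paralogs.

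Of 38 genes of G2 and M phase, 27 were down-regulated, 3 were up-regulated (Cdc25b, Birc5 and Ube2c) and 8 did not pass at adjusted p under 0.05, and 30 were lower and 3 higher when adjusted over the list alone. The median log2 fold change of this list was -0.33 (camera, adjusted p = 1.61e-07, and 0.385 with an estimated correlation). Among its members, Racgap1, which acts in cytokinesis, fell by log2 0.96 (0.63 by its other probe set), and the spindle genes Ndc80 and Kif11 had log2 fold changes of -0.84 and -0.81. Of 36 genes of the G1/S transition and DNA replication, 24 were lower, 4 were higher (Ccne1, Ccne2, Rrm2 and Orc1) and 8 did not pass, with 26 lower and 5 higher when adjusted over the list alone. The camera adjusted p of this list was 9.83e-06, and 0.528 with an estimated correlation. Among its members, Pola1, the catalytic subunit of DNA polymerase alpha, had a log2 fold change of -1.22, the helicase subunit Mcm6 -0.92 (-1.25 by its other probe set) and Gins1 -0.87.

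Of 30 genes of the lysosome and autophagy, 22 were higher, 3 were lower (Glb1, Npc1 and Gabarapl1) and 5 did not pass, with the same counts when adjusted over the list alone. This list rose by a median log2 fold change of 0.50 (camera, adjusted p = 9.7e-09, and 0.281 with an estimated correlation). Cd68, a lysosomal membrane glycoprotein, rose 10.6-fold, and the alpha-mannosidase Man2b1 and the protease Ctsb had log2 fold changes of 2.92 and 1.49. Another probe set of Man2b1 gave 0.85, and those of Ctsb gave 0.44 to 1.58. Of 21 NRF2 target genes, 15 were higher, 1 was lower (Tkt) and 5 did not pass, with 15 higher and 2 lower when adjusted over the list alone (camera, adjusted p = 6.13e-05, and 0.435 with an estimated correlation). Hmox1, which degrades heme, had a log2 fold change of 2.19, and the quinone reductase Nqo1 had 0.94.

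Of 30 genes of ER stress and the integrated stress response, 17 were lower, 7 were higher and 6 did not pass, with 18 lower and 8 higher when adjusted over the list alone (camera, adjusted p = 0.00529, and 0.557 with an estimated correlation). The falls were largest in Chac1, Ddit3 and Trib3, targets of the transcription factor ATF4, with log2 fold changes of -2.79, -2.35 and -2.35. Herpud1, which acts in the degradation of ER proteins, had -1.37.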

Following GW8510 treatment, 364 genes were up-regulated and 347 genes were down-regulated by at least two-fold over the matched vehicle controls (Figure S3). 

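p53 is a transcription factor that raises the expression of genes for cell-cycle arrest, DNA repair and apoptosis. Most measured members of a list of its targets, written from general knowledge, were up-regulated in alpha cells treated with GW8510. Of 35 p53 target genes measured, 25 were higher, 4 were lower (Cd82, Gadd45a, Ddb2 and Sesn1) and 6 did not pass at adjusted p under 0.05 in limma, with 25 higher and 4 lower when adjusted over the list alone. The median log2 fold change of the list was 0.72, or 1.64-fold, against 0.03 for all genes. By camera the list was higher than the other genes with an adjusted p of 1.04e-08, and with an estimated correlation the adjusted p was 0.281.

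Besides Ephx1, which is also an NRF2 target, the rises included Phlda3, an inhibitor of Akt signalling (log2 fold change 2.26), and Fas, the death receptor (2.21). Pmm1 and Polk, a translesion DNA polymerase, had log2 fold changes of 1.97 and 1.95, and the excision repair nuclease Ercc5 had 1.35. In the other direction, the tetraspanin Cd82 had -1.22 and the damage-recognition gene Ddb2 had -0.46. The paper's figures or primer table show 12 of the 35 members. Of the other 23, 17 were higher and 2 were lower, with a median log2 fold change of 0.59 (camera, adjusted p = 3.04e-06, and 0.362 with an estimated correlation). Pmaip1 was at the lower bound on every array, and Bax and Trp53 were not analysed here.

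The wider p53 signalling pathway, which also holds cyclins, caspases and regulators upstream of p53, moved in both directions. Of 55 members measured, 27 were higher, 17 were lower and 11 did not pass, with 28 higher and 17 lower when adjusted over the list alone, and the median log2 fold change was 0.19. Its adjusted p by camera was 0.0193, and 0.681 with an estimated correlation. Over the members that the paper does not show, the adjusted p was 0.558, and the list no longer passed (0.00138 to 0.681 over the settings of camera and fgsea for the list p53 signalling pathway in alpha cells). For comparison, the paper's Table S1 lists 10 p53-related gene sets with FDR q-values of 0.054 to 0.164 and normalized enrichment scores of 1.313 to 1.908, from GSEA, which tests the ranks of a set's genes.

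**Figure D1:**
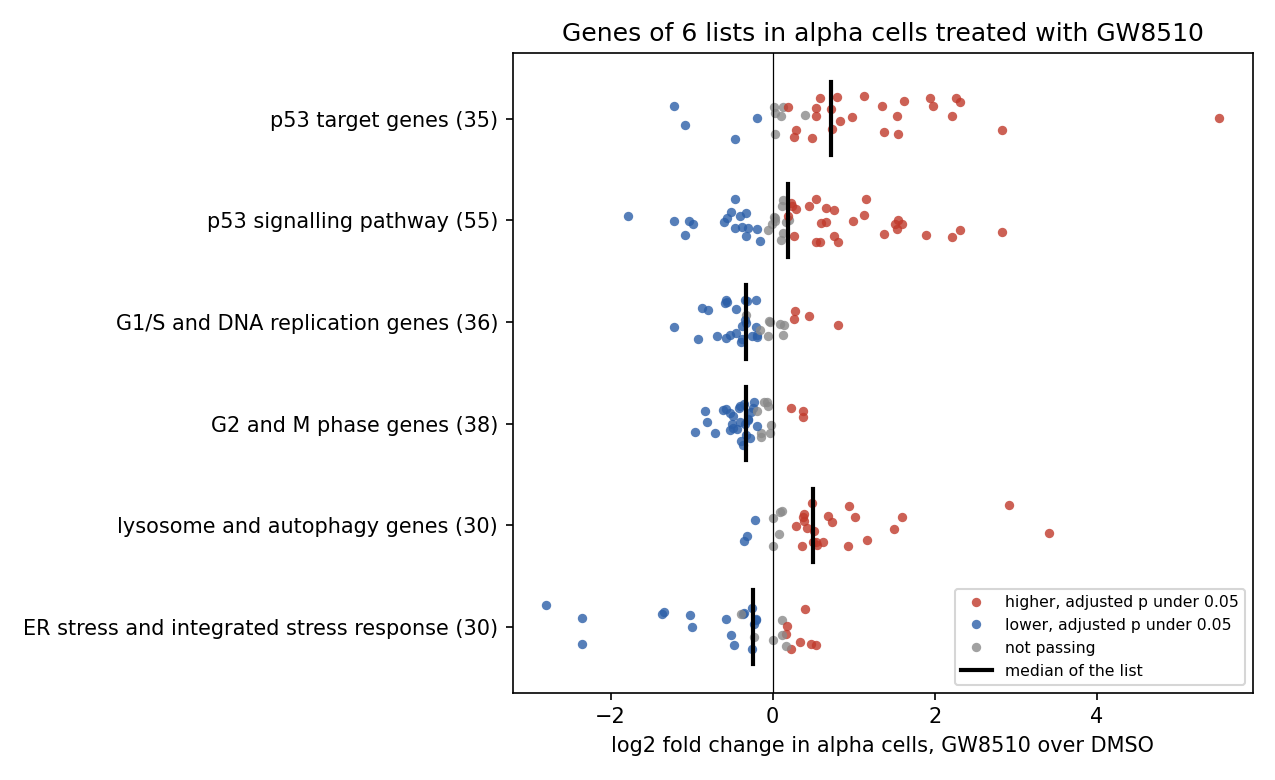
Log2 fold change (GW8510 over DMSO, horizontal axis) of each measured gene of 6 lists in alpha cells, with 1 point per gene coloured by its adjusted p and a bar at the median of the list. The p53 target genes have a median of 0.72 and lie mostly to the right of 0, and the genes of G2 and M phase and of G1/S both have a median of -0.33 and lie mostly to the left.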

Gene-set enrichment analysis (GSEA) [25] revealed that gene sets containing p53-responsive genes were significantly enriched after GW8510 treatment (Table S1). Specifically, microarray measurements showed that the p53 transcriptional targets *Cdkn1a*, *Mdm2*, and *Ccng1* were up-regulated by compound treatment (Figure 2A). 

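Ccng1 encodes cyclin G1, Cdkn1a the CDK inhibitor p21, and Mdm2 the ubiquitin ligase that degrades p53, and p53 induces all 3 genes. In alpha cells each was several fold higher with GW8510 than with DMSO on every array. Ccng1 had an intensity of 1635 ± 33.6 with DMSO and 11611 ± 427 with GW8510 (mean ± SD, n = 3), 7.10-fold over the control (log2 fold change 2.83, adjusted p = 7.68e-12 from limma). The other probe sets of Ccng1 gave 10.6-fold and 10.7-fold. Cdkn1a rose from 2147 ± 87.1 to 10686 ± 294.7, 4.98-fold (adjusted p = 2.55e-10), and its other probe set gave 5.30-fold. Mdm2 rose from 1093 ± 36.2 to 3199 ± 157.2, 2.93-fold (adjusted p = 5.27e-09).

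Among the other genes of the heat-map, Bbc3, which encodes the pro-apoptotic protein PUMA, rose 1.45-fold (adjusted p = 8.72e-05) and Fos 1.22-fold (adjusted p = 0.00596). Gadd45a, a stress sensor of the DNA damage response, fell from 9325 ± 633 to 4394.5 ± 42.3, 0.472-fold. Pcna, the sliding clamp of DNA replication, fell from 11189 ± 424 to 8937 ± 540, 0.798-fold (adjusted p = 6.02e-04). Sesn1 had a log2 fold change of -0.19 (adjusted p = 0.0174), and Sfn, Igfbp3, Fasl, Tnfrsf10b and Ier3 did not pass, with log2 fold changes of -0.04 to 0.10. The call of Sesn1 in alpha cells ended without alpha DMSO replicate 2 (adjusted p = 0.0528), without alpha DMSO replicate 3 (0.0596), without alpha GW8510 replicate 1 (0.0568) and for the mean of its probe sets (0.0855), within a range of 0.00232 to 0.0855 over all settings.

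**Figure D2:**
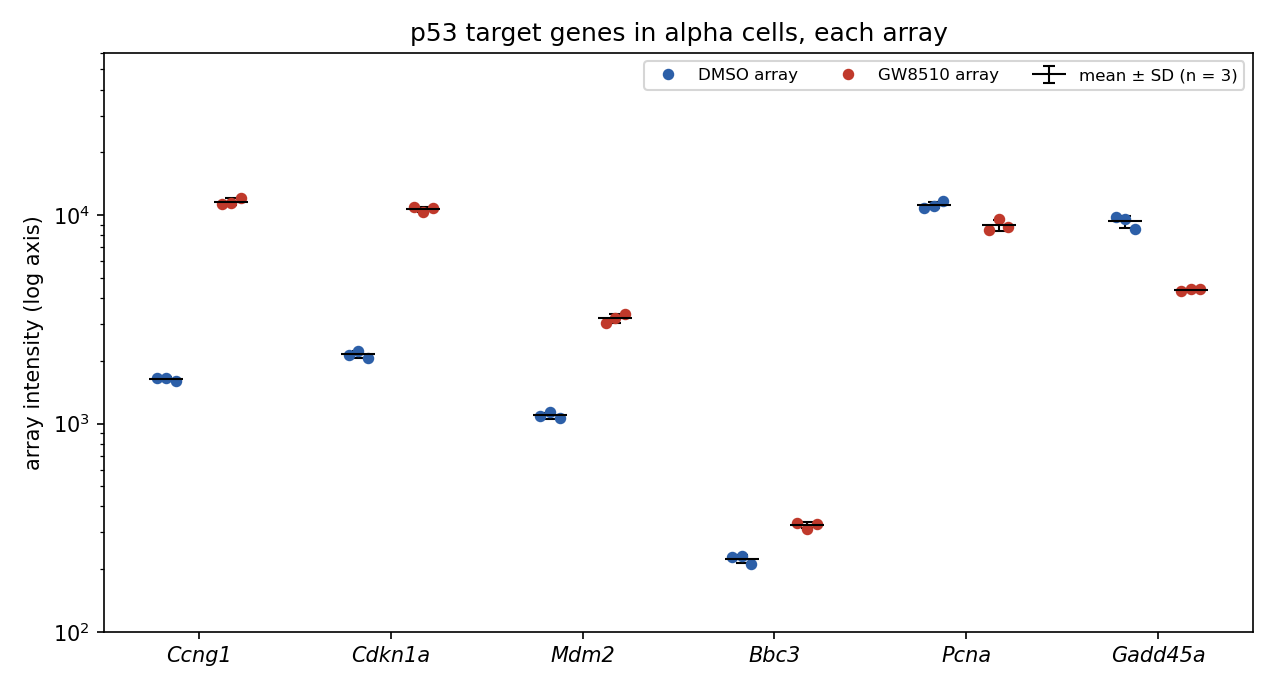
Array intensity (log axis) of Ccng1, Cdkn1a, Mdm2, Bbc3, Pcna and Gadd45a in each alpha cell array, with the mean ± SD of 3 DMSO and 3 GW8510 arrays. Ccng1 stands at 1635 with DMSO and 11611 with GW8510, whereas Gadd45a stands at 9325 and 4394.5.

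From the enriched gene sets and the rise of these targets, the paper went on to measure p53-driven reporter activity after GW8510 treatment.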

Microarray-detected transcriptional changes in cell cycle-specific genes and direct p53 transcriptional targets were confirmed on the same samples by quantitative real-time RT-PCR (Figure 2B).

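The genes that the study measured by both methods include D-type cyclins and CDK inhibitors, which act in G1, and genes of p53-driven apoptosis, which start with Bid and Apaf1. On the arrays of alpha cells, 13 of these 19 genes were higher with GW8510, 6 were lower and none failed to pass at adjusted p under 0.05, with the same counts when adjusted over the list alone. The study measured these genes by both methods on the same samples. It describes them as cell cycle genes and direct p53 targets, and does not state how it chose genes within these classes. The counts are therefore not taken as independent evidence. In each of the 19 genes, the 3 arrays with GW8510 lay entirely above or entirely below the 3 with DMSO.

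The D-type cyclin Ccnd2 rose from 108 ± 2.32 to 401 ± 29.2 (mean ± SD, n = 3), 3.71-fold (adjusted p = 2.94e-07), with log2 fold changes of 0.53 to 2.47 in its other probe sets, and Ccnd1 rose 2.22-fold. Among the CDK inhibitors, Cdkn2b rose 2.26-fold and Cdkn2a 1.57-fold, whereas Cdkn1b, which encodes p27, fell to 0.407-fold. Bid, which links death receptors to mitochondria, rose 3.01-fold, and Apaf1, the scaffold of the apoptosome, had a log2 fold change of 1.53. The other probe sets of Bid and Apaf1 gave log2 fold changes of 0.67 and 0.85. Gtse1, a negative regulator of p53, rose 2.84-fold, and Zmat3, an RNA-binding p53 target, 2.58-fold. Ei24 and the lysosomal protease Ctsd rose 2.18-fold and 2.02-fold. Falls were found in Atf3, a stress-induced transcription factor (0.228-fold), and Thbs1, which encodes the angiogenesis inhibitor thrombospondin 1 (log2 fold change -1.79). Igf1 and the DNA damage kinase Atr had log2 fold changes of -1.04 and -0.99, and the other probe sets of Igf1 gave -1.46 and -2.61.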

**Figure 2:**
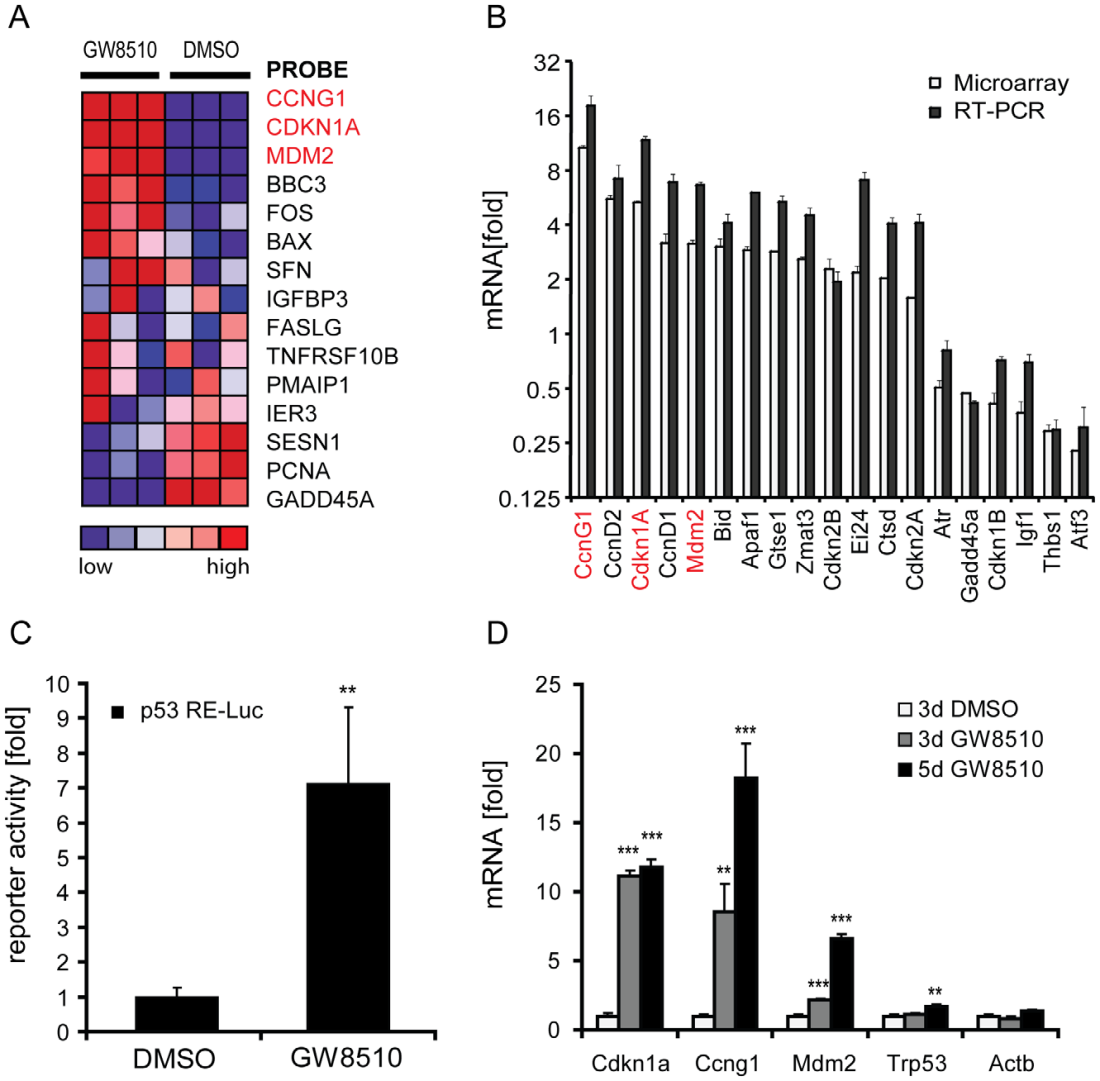
Involvement of the p53 pathway and quantification of p53 transcriptional activity and expression levels of p53 target genes following GW8510 treatment of alpha cells. (A) Heat-map display of one of the enriched gene sets (INGA_p53_TARGETS) in gene-expression profiling of alpha cells treated with 3.3 µM GW8510 for five days. Relative expression values in three biological replicates are plotted by color. Red, high expression levels, blue, low expression levels. (B) Reproducibility of gene-expression changes following GW8510 treatment, measured by microarray and qPCR. (C) Cellular p53 activity measured using a dual-luciferase reporter system. Activity of the firefly luciferase p53-reporter construct was normalized to constitutively active co-transfected *Renilla* luciferase, and to positive and negative controls. (D) qPCR measurement of transcript levels of direct p53 targets following 3- and 5-day treatments with 1.65 µM GW8510. Data represent the mean±SD of at least three experiments; **p<0.01 and ***p<0.001.

Seeing as p53-responsive genes were induced following compound treatment, we sought to determine whether p53 transcriptional activity itself was enhanced. Using a p53-luciferase reporter-gene assay, we found that 24-hour treatment with 3.3 µM GW8510 increased reporter activity approximately seven-fold over DMSO-treated controls (Figure 2C). Quantitative real-time RT-PCR measurements confirmed that the transcript levels of *Cdkn1a*, *Mdm2*, and *Ccng1* were also significantly up-regulated following treatment with 1.65 µM GW8510 (Figure 2D). In particular, *Cdkn1a* and *Ccng1* were strongly induced after both three- and five-day treatments. *Mdm2* transcript was only slightly affected by three-day treatment, but showed significant up-regulation after five days with 1.65 µM GW8510. This GW8510 concentration was used in all further studies, because we could detect a full effect on *Ins2* induction without the toxicities observed at 3.3 µM.

Next, we explored downstream effects of p53 activation by GW8510 on protein levels in alpha cells. The protein product of *Cdkn1a*, p21, was increased after as little as eight hours, and elevated more than ten-fold over basal levels at 48 hours (Figure 3A, B). Cyclin G protein production was also increased, but the induction was slower and reached only a two-fold increase over basal levels by 48 hours of treatment. As with other cyclins, cyclin G is an unstable protein that is quickly degraded [26], but we could detect up-regulation of both the full-length protein and the degradation product. Consistent with our previous assessment of early *Mdm2* expression, MDM2 protein levels were unaffected after 48 hours of treatment with GW8510.

**Figure 3:**
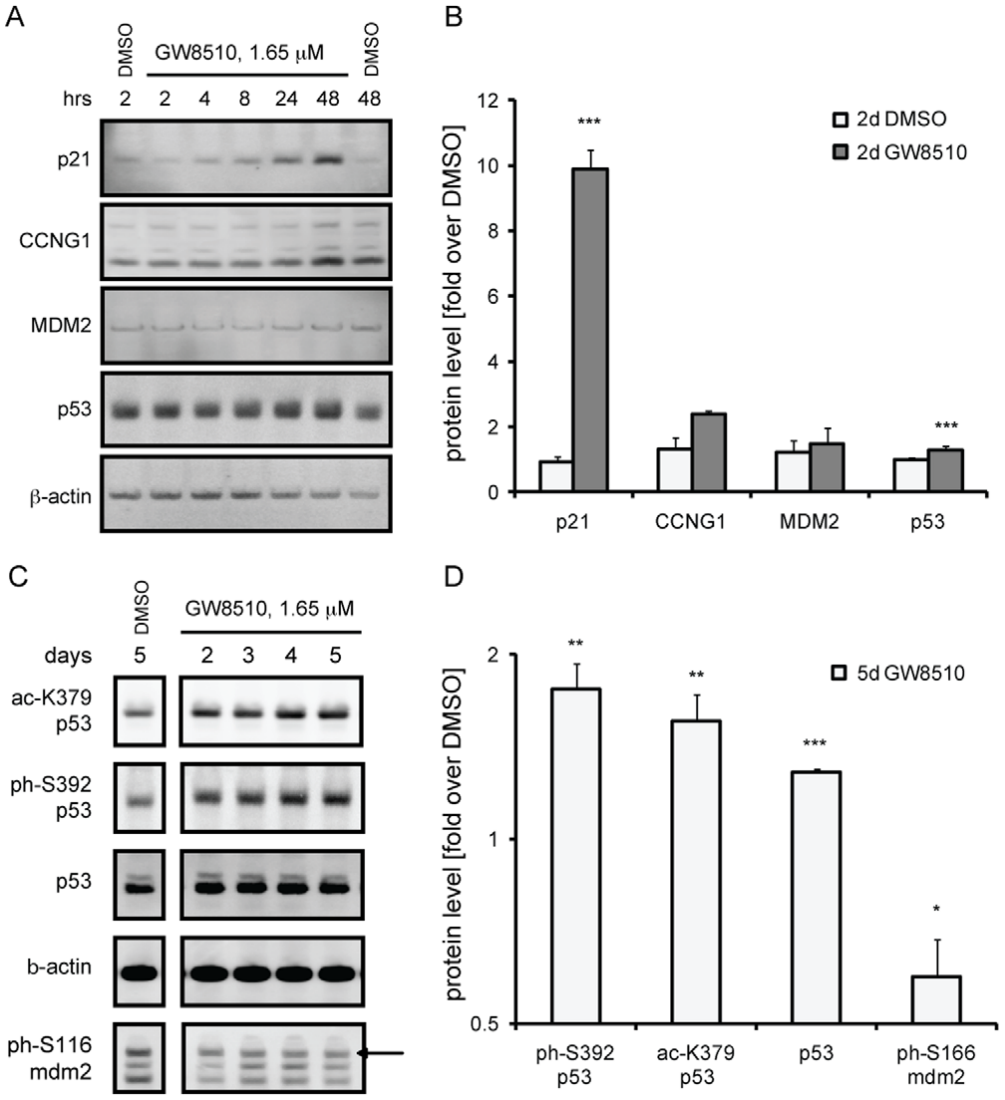
GW8510 treatment effects on protein levels of p53 transcriptional targets and on post-translational modification status of p53 and MDM2. (A) Western blot analysis and (B) quantification of protein levels of direct p53 targets following a two-day time-course with 1.65 µM GW8510. (C) Western blot analysis and (D) quantification of total protein and post-translational modification levels following 2–5 days of treatment with 1.65 µM GW8510. Data represent the mean ± SD of 3 biological replicates; *p<0.01, **p<0.01 and ***p<0.001.

Cellular p53 activity is regulated at the post-translational level by combinations of modifications, such as phosphorylation and acetylation. For example, Ser392 phosphorylation has been reported to increase p53 DNA-binding capacity and transcriptional activity [27], [28]. Furthermore, p53 acetylation promotes p53 stability and accumulation [29]. Since we observed an increase in p53 activity after treatment with GW8510, we decide to examine p53 post-translational modification status. We observed that two- to five-day treatment with 1.65 µM GW8510 increased Ser392 phosphorylation in alpha cells, indicating a higher transactivation capacity of p53 following compound treatment (Figure 3C,D). We also detected an up-regulation of K379 acetylation (Figure 3C, D), which is also consistent with increased p53 activity. MDM2, a direct p53 transcriptional target, is an E3 ubiquitin ligase that regulates p53 stability by targeting it for degradation through a negative feedback mechanism [20]. Akt-mediated phosphorylation of MDM2 on Ser166 increases its nuclear localization and interaction with p300, which in turn, enhances p53 ubiquitination and degradation [30], [31]. Treatment with GW8510 caused a decrease in Ser166 phosphorylation (Figure 3C, D), presumably preventing p53 ubiquitination and enhancing p53 stability. Hence, the post-translational modification states of p53 and MDM2 are consistent with enhanced cellular p53 activity, and, therefore, with previous results indicating up-regulation of p53 transcriptional targets following compound treatment.

Because GW8510 is reported to inhibit CDK2 [13] and has been shown here to enhance p53 activity, we examined the cell-cycle profile of alpha cells following compound treatment. CDK2 inhibition leads to an arrest in G1/S, while p53 over-expression and activation can induce either a G1/S or a G2/M cell-cycle arrest [32]. In light of our results showing elevated p21, cyclin G, and MDM2 levels, we anticipated that compound treatment would produce a cell-cycle phenotype. Indeed, FACS analysis following three-day treatment with GW8510 showed an enrichment of the G2/M population, from 17 to 33% (Figure 4A, B). This result suggested a G2/M arrest following induction of p53 activity, as opposed to G1/S arrest, which should result in enrichment of the G0/G1 population. We observed a decrease in the number of mitotic nuclei following treatment with GW8510 (Figure S4A), suggesting a delayed entry into mitosis. In contrast, the DNA-damaging agents doxorubicin and etoposide caused an increase in the number of mitotic nuclei (Figure S4A), consistent with previous observations that DNA damage delays exit from mitosis [33]. We also observed that GW8510 had no effect on phosphorylation of either ATR (Figure S4B) or ATM (Figure S5) protein kinases, which are activated following DNA damage [34]. In contrast, doxorubicin and etoposide increased ATR phosphorylation (Figure S4B) and activated the ATM-CHK2-p53 pathway (Figure S5). Accordingly, these DNA damaging agents did not induce insulin expression in alpha cells (Figure S6). We sought further evidence of a G2/M arrest by immunofluorescence analysis for Ser10 phosphorylation of histone H3, a marker of mitosis [35]. GW8510 treatment decreased the proportion of mitotic cells in a concentration-dependent manner (Figure 4C, D). The increase in the G2/M population, and the decrease in the number M-phase cells, indicate enrichment of G2, as would happen following a G2/M arrest.

**Figure 4:**
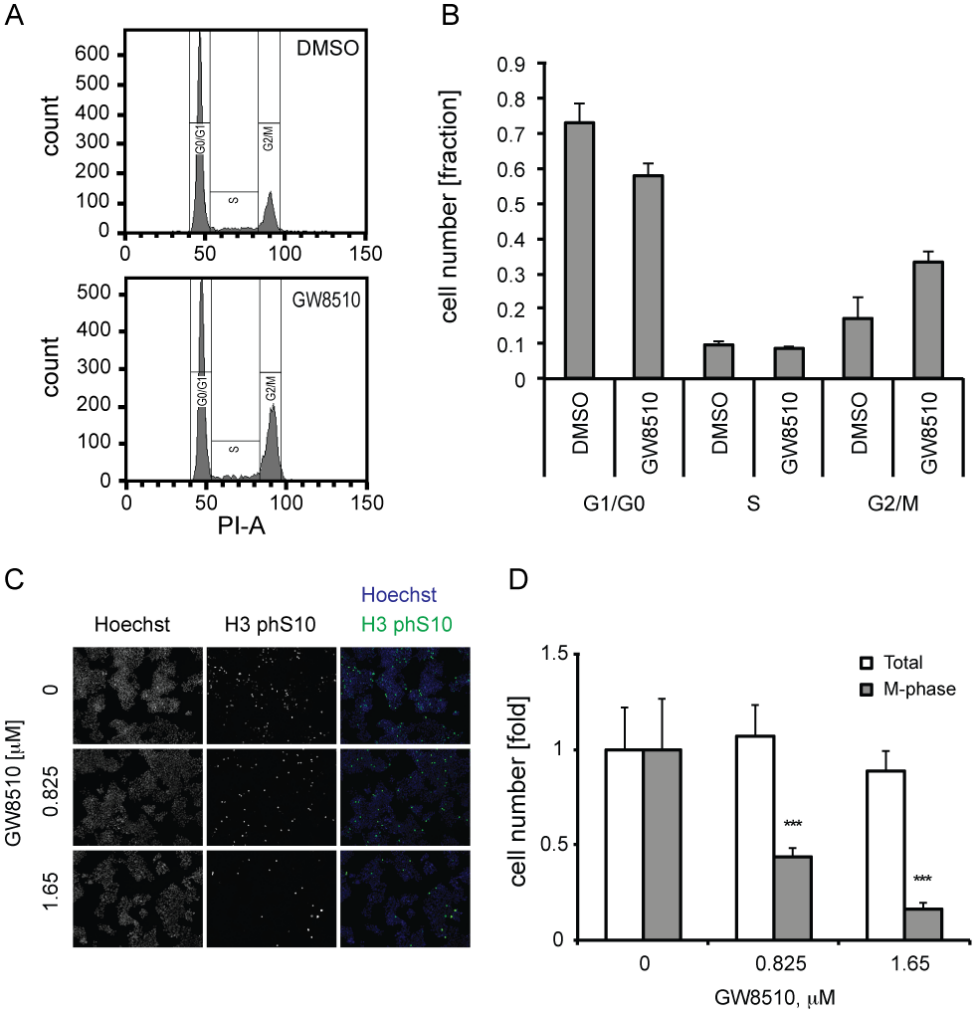
Cell-cycle effects of GW8510 treatment. (A) FACS-generated histograms of propidium iodide stained cells treated with either vehicle control or GW8510 for 3 days. (B) Quantification of cell-cycle distributions from gated cellular populations in A expressed as percentage of the total cellular population. Data represent the mean ± SD of two biological replicates. (C) and (D) M-phase immunofluorescence analysis and quantification using histone H3 phospho-Ser10 as a mitosis marker. Total cells were counted using Hoechst nuclear stain. Representative images are shown for Hoechst, histone H3 phospho-Ser10, and overlay at indicated GW8510 concentrations. Values are expressed as fold over vehicle-treated controls. Data represent the mean ± SD of at least 3 biological replicates; ***p<0.001.

Since p53 is a transcription factor, the trans-activation capacity of which seems to be enhanced following treatment with GW8510, we sought to determine whether p53 could directly trans-activate Ins2. We mined a database for genome-scale computational discovery of conserved regulatory elements, cisRED, in the mouse genome, which contains conserved sequence motifs in promoters of about 17,500 genes [36]. Interestingly, cisRED analysis predicted a p53 response element in the promoter region of the *Ins2* gene, with a discovery *p*-value of 0.02 (Figure 5A, Table S2). This analysis also predicted known response elements in p53 target genes, such as *Cdkn1a* and *Ccng1*, with discovery *p*-values of 0.06 and 0.004, respectively. It should also be noted that no such response element is predicted for Ins1, and no Ins1 up-regulation was, in fact, detected by microarray or real time RT-PCR (data not shown).

**Figure 5:**
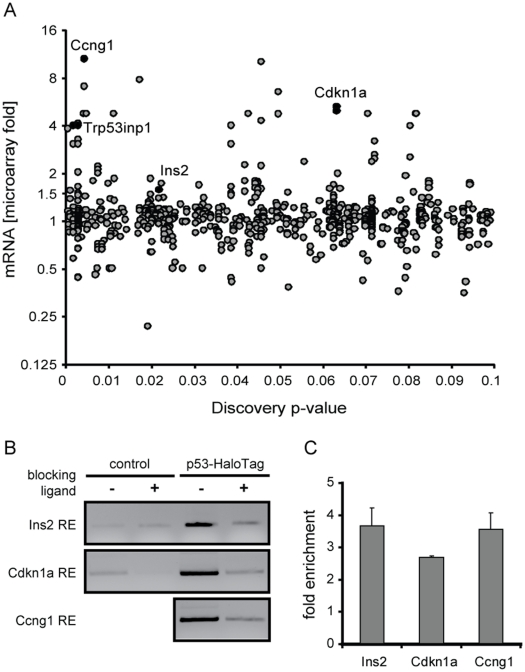
Evaluation of p53 response elements. (A) cisRED prediction of p53 response elements in promoter regions of indicated mouse genes. Discovery *p*-value is plotted against experimentally determined fold change in gene expression. Selected genes are highlighted. (B) ChIP-PCR analysis of predicted p53-response elements in promoter regions of *Ins2*, *Cdkn1a* and *Ccng1*. Cells were either untransfected (“control”) or transfected with recombinant tagged p53 (“p53-HaloTag”), and p53-bound DNA immunoprecipitated. PCR was then performed on Ins2, Cdkn1a, or Ccng1 regions containing predicted p53-response elements. The presence of blocking ligand helps determine the specificity of the interaction. (C) Fold enrichment of promoter binding is calculated over the corresponding blocking ligand control in the p53-HaloTag condition.

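On the arrays, all 6 genes with a listed p53 response element were higher in alpha cells treated with GW8510, from the largest rise in Ccng1 to the smallest in Ccne2. The study chose these genes and plotted them from the same samples, so this is not independent evidence, and the count of 6 was the same when adjusted over the list alone. Ins2, which encodes insulin, had a low signal that rose with the compound. It was 96.8 ± 1.82 with DMSO (98.8, 96.5 and 95.2 on the 3 arrays) and 153 ± 29.5 with GW8510 (123, 154 and 182; mean ± SD, n = 3). This is 1.56-fold (log2 fold change 0.64, standard error 0.11, adjusted p = 3.23e-04 from limma). The probe set of Ins2 is of a design that can bind related transcripts, and how much of its signal is background could not be read from the arrays.

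Trp53inp1, which encodes a nuclear protein that promotes p53-dependent apoptosis, rose from 2631 ± 159.9 to 8113 ± 847, 3.08-fold (adjusted p = 1.88e-08), and its other probe set gave 4.03-fold. Cdkn2a, whose products are p16 and p19ARF, rose from 4192 to 6591 (adjusted p = 7.07e-07). The rise of Ccne2, cyclin E2, was 1.20-fold (adjusted p = 0.0346). The call of Ccne2 in alpha cells ended without alpha DMSO replicate 1 (adjusted p = 0.111), 2 (0.0664) or 3 (0.0585), without alpha GW8510 replicate 1 (0.0558) or 3 (0.109), and in a fit with a replicate block (adjusted p = 0.0849), within a range of 0.01 to 0.111 over all settings.

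The elements themselves are the paper's, from the cisRED database in Table S2, which names no genome build. The paper places the Ins2 element on chromosome 7 from 149866899 to 149866909, 11 bp long, with a discovery p of 0.0217. The lowest of the paper's discovery p-values is that of Cdkn2a, 0.000973, and the highest that of Cdkn1a, 0.0632.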

We verified the presence of p53-response elements in the *Ins2* gene by using a covalent chromatin-capture protocol with recombinant tagged p53 in mouse alpha cells. This method employs covalent bond formation between the tag and the ligand immobilized on beads, and has the advantage of being more efficient and robust than conventional antibody-based ChIP. The affinity tag in this system, haloalkane dehalogenase, is a derivative of a bacterial hydrolase that allows covalent site-specific tethering to resin (see Methods). Since the resin contains immobilized synthetic ligands, the excess of free ligand can block the interaction between the tagged protein and the resin. Thus, addition of blocking ligand to half of the reaction allows quantification of enrichment over the corresponding control [37]. PCR analysis following p53 ChIP revealed the presence of predicted response elements in promoter regions of known p53 transcriptional targets, *Cdkn1a* and *Ccng1*, as well as *Ins2* (Figure 5B, C). Electrophoretic analysis and quantification of PCR products demonstrated that 1.34% of total input DNA is pulled down by p53 at the *Cdkn1a* promoter and 0.15% at the *Ins2* promoter (Figure S7).

We then determined whether up-regulation of p53 transcriptional activity was related to *Ins2* induction by GW8510, and whether modulation of p53 levels or activity would have an impact on induction of *Ins2* expression. P53 levels in alpha cells were manipulated by overexpression or by siRNA-mediated knock-down (Figure 6A). Knock-down of p53 decreased the induction of *Ins2* by GW8510 by 75%, while p53 overexpression resulted in a three-fold increase in *Ins2* induction following three-day treatment with 1.65 µM GW8510 (Figure 6B). We also modulated p53 activity using chemical probes that either target p53 directly or act upstream in the signal transduction pathways leading to p53 activation. Pifithrin-α, a reversible inhibitor of p53-mediated apoptosis and p53-dependent transcription [38], suppressed GW8510-induced *Ins2* expression by 80% (Figure 6C). Pifithrin-μ, which inhibits p53 mitochondrial signalling pathway without having an effect on p53 transcriptional trans-activation capacity [39], had no effect on induction of *Ins2* by GW8510 (Figure 6C). We examined pathways upstream of p53, and observed that both SP600125, a JNK1/2/3 inhibitor [40], and SB202190, a p38 kinase inhibitor [41], almost entirely suppressed *Ins2* induction by GW8510 (Figure 6C). In contrast, the ERK inhibitor PD-09859 [42] reduced GW8510-induced expression by only 20% (Figure 6C). We confirmed that siRNA-mediated silencing of JNK and p38 also reduced GW8510-induced insulin expression (Figure S8). This chemical epistasis analysis indicates that GW8510 does not likely act at the level of p53 directly, but rather upstream of p53, in signalling pathways involving JNK and p38 (Figure 6D).

**Figure 6:**
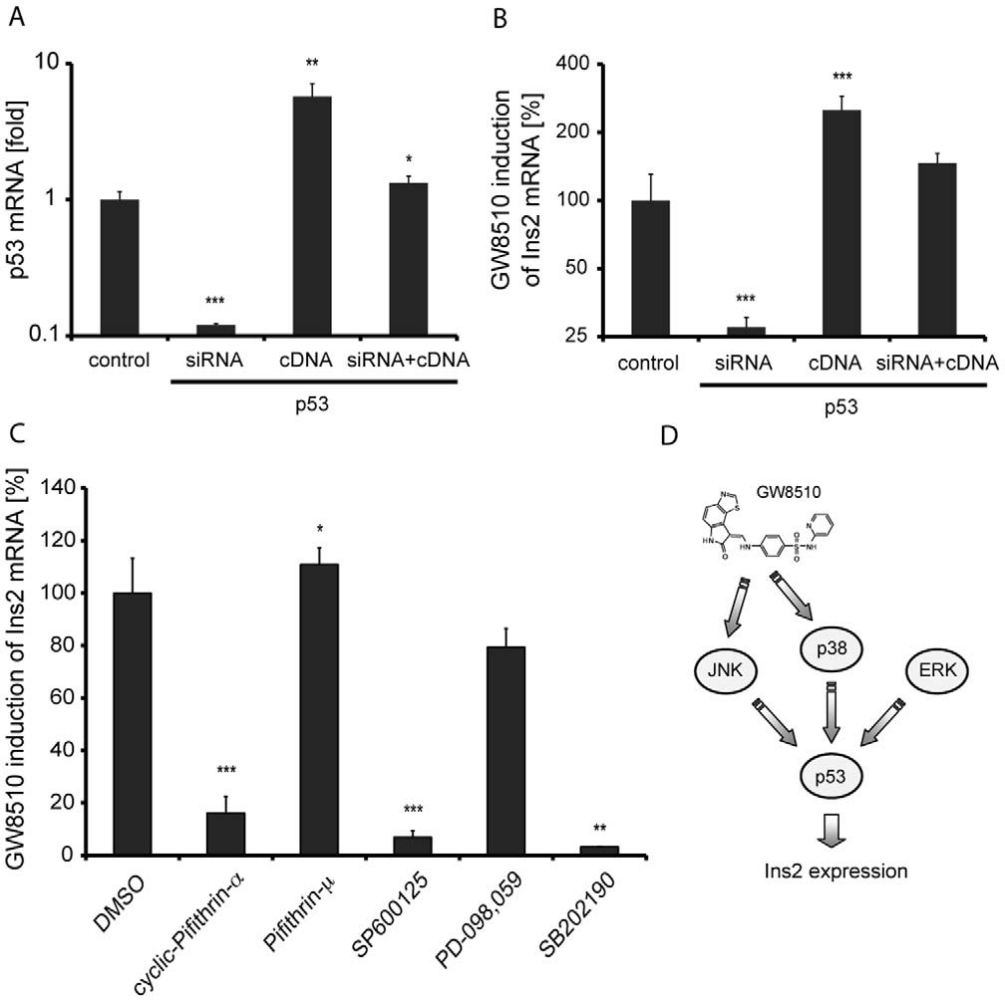
Effects of manipulation of p53 levels and activity on induction of *Ins2* by GW8510 treatments. (A) Experimental knockdown and over-expression of p53 in alpha cells and (B) its effects on *Ins2* induction by 3-day treatment with 1.65 µM GW8510. (C) Co-treatment with small molecule inhibitors of p53 and upstream targets in the p53 signalling pathway and their effect on *Ins2* induction following treatment with GW8510. (D) Proposed model for GW8510-mediated induction of insulin expression via activation of p53 transcriptional activity. All data represent the mean±SD of at least three experiments; *p<0.05, **p<0.01 and ***p<0.001.

## Discussion

Small molecule-mediated alterations in cell state are important in diseases of cellular deficiency such as type-1 diabetes. An increase in insulin expression in other pancreatic cell types could be a valuable part of a strategy to increase beta-cell mass. We report induction of insulin expression in murine pancreatic alpha cells with GW8510, a small molecule annotated as a CDK2 inhibitor. We previously described a putative kinase inhibitor, BRD7389, able to modulate insulin levels in mouse alpha cells [12], but have found that GW8510 more strongly increases *Ins2* mRNA levels. Interestingly, both compounds enhanced insulin secretion in dissociated human islets. We show that in the donor tested, treatment with GW8510 and a general kinase inhibitor, staurosporine, potentiated both basal and the glucose-stimulated insulin secretion. In addition, a previous report indicates that wortmannin, a phosphatidylinositol 3-kinase inhibitor, augmented insulin secretion at 15 mM glucose [43]. Currently available methodology does not enable us to distinguish between the effects on insulin release from beta cells, which represent the majority of the islet endocrine cell population, and potential contributions from other islet cell types. However, these findings justify further exploration of kinase inhibition on endocrine-cell composition of pancreatic islets, generation of insulin in non-beta cell types, and beta-cell function.

We then explored the mechanism of GW8510-induced insulin expression in mouse alpha cells. The canonical regulator of insulin expression, *Pdx1*, was not implicated in the initial burst of *Ins2* induction. In an attempt to identify the underlying mechanism of action, we examined the effects of GW8510 on the alpha-cell transcriptome, which revealed involvement of p53 pathway activation in the observed phenotype. Furthermore, we validated a cisRED-predicted p53 response element in the *Ins2* promoter region. Following identification of p53 as a direct transcriptional regulator of *Ins2* expression, we demonstrated that increasing p53 levels and activity enhances compound-mediated insulin induction, while decreasing p53 suppresses these effects.

P53 is present at low levels in normal tissues, including the pancreas. However, a comparison of expression levels across rodent pancreatic cell types revealed an enrichment of p53 expression in alpha and beta cells compared to intact pancreatic islets or to whole pancreas preparations [44]. We observed high p53 protein levels in the alpha cell line, αTC1.6 (Figure 2C), indicating that modulating p53 activity in alpha cells could be a feasible strategy to induce insulin expression. Furthermore, treatment of NIH3T3 mouse embryonic fibroblasts with GW8510 enhanced expression of the canonical p53 transcriptional targets, e.g. *Cdkn1a* and *Ccng1*, but did not show an effect on *Ins2* mRNA levels (Figure S9). Hence, the p53-dependent insulin induction by GW8510, observed in pancreatic alpha cells, depends on the phenotypic cellular context and does not occur in a non-pancreatic cell type.

Consistent with previous observations in a variety of cell lines [45], we found that p53 binds to response elements in promoters of its target genes under basal conditions (Figure 5). DNA binding itself, however, does not cause expression of p53 targets [45]; execution of the p53 transcriptional program depends on the necessary set of post-translational modifications and interactions with appropriate co-regulators. Increasing p53 levels by overexpression, or stimulating its activity with inhibitors of p53-MDM2 interaction, did not achieve the same effect (data not shown), suggesting that intervention upstream of p53 is necessary for the observed phenotype.

GW8510 does not appear to act at the level of p53 directly, but acts upstream of p53 to target JNK- and p38-dependent signal-transduction pathways. Chemical (Figure 6C) or genetic (Figure S8) inhibition of either JNK or p38 activity interfered with induction of *Ins2* by GW8510. JNK and p38 kinases directly phosphorylate and trans-activate p53 under stress conditions [46], including genotoxic stress and DNA damage [47]. However, treatment with the DNA damaging agents doxorubicin and etoposide did not induce insulin expression in alpha cells (Figure S6), suggesting that GW8510 does not function by inducing DNA damage. The suppression of GW8510's effects by JNK and p38 kinase inhibitors indicates that GW8510 acts upstream of these two kinases, and that both signal-transduction pathways are required to achieve the p53 post-translational modification necessary for transcriptional activation.

Historically, p53-mediated transcription of target genes has been thought to occur through sequence-specific binding of the p53 tetramer to the consensus response element, composed of two decamer half-sites separated by a 0–13 bp spacer region [48]. The breadth of p53 transcriptional targets has been recently expanded following identification of functional non-canonical response elements, like the ¾ and the ½ sites [49]. The predicted 11-bp p53 half-site response element is located 1,267 bps upstream of TSS for the mouse *Ins2* gene, well outside the *cis*-regulatory promoter-proximal region, which extends ∼300 bp upstream and 100 bp downstream of the TSS [8]. The compact nature of the promoter and the combinatorial complexity of transcription factor regulatory elements allow tight positional and temporal control of insulin expression in beta cells [8]. However, more distal regulatory sequences may perhaps be utilized to induce ectopic insulin expression in a non-beta cell type. Additionally, a distal regulatory element may be in spatial proximity with the target gene or other regulatory factors at the proximal promoter region through looped chromatin conformation [50]. A detailed exploration of looped genomic interactions at the insulin promoter may yield further insights into regulation of insulin expression in pancreatic beta cells and the potential for up-regulating insulin expression in a non-beta cell type.

These results show that small-molecule activation of p53 in a JNK- and p38-dependent manner can regulate *Ins2* gene expression in mouse alpha cells. The cisRED database also predicts an identical response element located 1,444 bp upstream of the rat *Ins2* TSS (Table S5), indicating similarity in the regulation of mouse and rat *Ins2* genes. In contrast, there is >65% identity in the main regulatory region of the insulin promoters of humans and non-primate mammals (−300 to +1), and quickly drops to <40% identity in the first 600 bp upstream of the TSS [8]. Nevertheless, the database also predicts a sequence orthologous to the p53 response element in the human insulin gene, located 202 bp downstream of the TSS (Table S5). Evaluation of this prediction will help determine whether modulation of p53 activity could also be used to alter insulin expression in human endocrine cell types.

## Materials and Methods

### Reagents

All chemicals were obtained from Sigma Aldrich. Mouse pancreatic alpha cell line αTC1 (clones 6 and 9) was purchased from the American Type Culture Collection. Primers were bought from Origene and Eurofins MWG Operon. Trp53, cdk2, p38 and JNK siRNA constructs were purchased from Applied Biosciences, mouse p53 vector was obtained from Origene (MC205636), and p53-luciferase reporter constructs were bought from SABiosciences. Antibodies used in this study were purchased from Cell Signaling for p53 (2524), p53 phospho-S392 (9281), p53 acetyl-K379 (2570), mdm2 phospho-S116 (3521), and histone H3 phospho-Ser10 (9706), Santa Cruz for p21 (sc-6246), cyclin G1/G2 (sc-851), and mdm2 (sc-56155), and Sigma for β-actin (A1978). Fluorescently-labelled secondary antibodies were purchased from Jackson ImmunoResearch, and poly-HRP conjugated antibodies were purchased from Thermo Scientific Pierce.

### Cell culture and compound treatments

αTC1 cells were grown in DMEM containing 1 g/L glucose, supplemented with 10% FBS, 50 U/mL penicillin and 50 U/mL streptomycin. Pancreatic islets from one donor (Age: 47 BMI: 23, purity: 85%, viability: 99%) were dissociated and cultured as previously described [12]. For compound treatments, cells were plated in 6-well plates for Western blot and FACS analysis, 24-well plates for gene-expression analysis and 96-well plates for immunofluorescence analysis. Cells were allowed to adhere overnight before addition of compound, and for 5-day treatments, media was changed and new compound added on day 3. All compound treatments were performed in 0.1% final DMSO concentration.

### Gene expression measurements

Following compound treatment, cells were lysed and RNA isolated using the RNeasy Plus Mini kit (Qiagen) according to the manufacturer's protocol. 500 ng of RNA was reversed transcribed using High Capacity RNA-to-cDNA Master Mix (Applied Biosystems). Quantitative PCR was performed with SYBR Green PCR Master Mix (Applied Biosystems) on an Applied Biosystems 7900HT real-time PCR machine using the primers listed in Table S3. Microarray analysis was performed by the Broad Institute Genetic Analysis Platform on 500 ng of total RNA using GeneChip Mouse Genome 430A arrays from Affymetrix, measuring about 22,000 transcripts for approximately 14,000 genes. All data is MIAME compliant, with the raw data deposited in Gene Expression Omnibus (GEO), accession number GSE31102.

### Western blot analysis

Cell extracts were generated by lysing cells in modified RIPA buffer containing 1% NP-40, 0.1% sodium deoxycholate, 150 mM NaCl, 1 mM EDTA, 50 mM Tris, pH 7.5 supplemented with protease inhibitors (Roche) and phosphatase inhibitors (1% v/v cocktail 1, 0.5% v/v cocktail 2, 1% v/v cocktail 3, Sigma). Protein concentrations were measured using BCA Protein Assay Kit (Thermo Scientific Pierce), and 20 µg of each sample were run on E-Page 48 gels (Invitrogen) and transferred to PVDF membranes using an iBlot (Invitrogen). Membranes were probed with 1∶500 dilutions of primary antibodies from Cell Signaling, 1∶100 dilutions of primary antibodies from Santa Cruz, and 1∶1000 dilutions of secondary poly-HRP conjugated antibodies (Thermo Scientific Pierce). Blots were imaged on an Image Station 4000MM PRO (Kodak/Carestream), and band intensities were quantified using ImageJ software.

### Immunofluorescence measurements

15,000 αTC1 cells per well were plated in 50 µL media in black optical-bottom tissue culture-treated 96-well plates (Corning). Following compound treatment, cells were fixed with 4% paraformaldehyde for 20 minutes at room temperature. Cells were permeabilized in PBS supplemented with 0.3% Triton X-100 for 20 minutes at room temperature and blocked with 3% BSA in PBS supplemented with 0.1% Tween-20 (PBSTB3) for 30 minutes. Cells were then incubated in 1∶250 dilution of primary antibody in PBSTB3 overnight at 4°C. Following three washes with PBS, cells were incubated in secondary antibody and 10 µg/mL Hoechst 33342 in PBSTB3 for 1 h at room temperature in the dark. Following three washes with PBS, cells were imaged using an ImageXpress Micro automated microscope (Molecular Devices). Image analysis and quantification was performed using the “Cell Scoring” module of MetaXpress software (Molecular Devices).

### Transfections

siRNA transfections were performed as outlined in the Lipofectamine RNAiMax manufacturer's protocol (Invitrogen). 30 pmol total siRNA was transfected per well of a 24-well plate, using a combination of three siRNA constructs, 10 pmol each. Lipofectamine 2000 was used for vector transfections according to manufacturer's protocol (Invitrogen). 0.8 µg of DNA was transfected per well of a 24-well plate. Antibiotic-free DMEM supplemented with 10% FBS was used for all transfections, and was changed to the usual media 24 hours later. Indicated compound treatments were started during the media change.

### FACS analysis

Suspensions of αTC1 cells from a well of a 6-well plate (500 µl in PBS) were fixed in 5 mL of cold ethanol and left at 4°C overnight. Cells were washed twice and resuspended in 800 mL of PBS containing 1% BSA. Cells were stained by addition of 50 mL of 1 mg/mL propidium iodide solution (Invitrogen) and 100 mL of 10 mg/mL RNase A solution (Sigma), and incubated at 37°C for 30 minutes. Samples were analyzed on the BD LSRII flow cytometer.

### Reporter-gene assay

p53-luciferase constructs were resuspended in Opti-MEM and reverse-transfected into αTC1 cells using SureFECT transfection reagent according to manufacturer's protocol (SABiosciences). 24 hours following transfection, media was changed to DMEM containing 0.5% FBS and either 0.1% DMSO or the compound of interest. Dual-GLO luciferase assay was performed 24 hours after compound addition according to manufacturer's protocol (Promega). Firefly and *Renilla* luminescence signal were read consecutively on an EnVision Multilabel Plate Reader (PerkinElmer). Reporter signal in each experimental condition was normalized to the *Renilla* transfection control, and subsequently to positive- and negative-control reporter wells.

### Chromatin immunoprecipitation

Mouse p53 was amplified using the following primers:

Fw 5′-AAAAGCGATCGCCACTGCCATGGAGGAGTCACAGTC-3′

Rv 5′-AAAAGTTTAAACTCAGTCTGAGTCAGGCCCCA-3′

The insert was cloned into the pFN22K Halotag cmvd1 flexi vector using PmeI/SgfI restriction sites. Transfections were performed in 10-cm dishes overnight. Media was changed after 24 hours, and cells were fixed in 1% formaldehyde 48 hours after transfection. Samples were lysed in HaloCHIP lysis buffer and sonicated on ice using Branson Sonifier 250 Analog at 2.5 output with 6 cycles of alternating 10 seconds on and 10 seconds off. HaloCHIP system protocol (Promega) was performed on cell lysates according to manufacturer's instructions. Blocking ligand was added to half the sample. Primers for PCR analysis of putative p53 response elements are listed in Table S4.

## Supporting Information

Figure S1 **Effects of GW8510 on insulin expression in alphaTC1, clone 9 cell line.** Cells were treated for three days with the indicated concentration of GW8510, and mRNA collected for assessment of insulin expression by quantitative PCR. Gene expression was normalized to actin expression. Data represent the mean ± SD of three biological replicates; * *p*<0.05.
(TIF) Click here for additional data file.

Figure S2 **Effects of reduction in cdk2 levels or activity on insulin expression in mouse alpha cells.** (**A**) siRNA-mediated silencing of cdk2 induces insulin gene expression approximately two-fold. Scrambled siRNA was used as a control. (**B**) *Ins2* gene expression changes following a 2-day treatment of αTC1 cells with cdk2 inhibitors at indicated concentrations. Data represent the mean ± SD of three biological replicates.
(TIF) Click here for additional data file.

Figure S3 **Volcano plot of microarray measurements in alpha cells following five-day treatment with 3.3 µM GW8510.** Fold change is calculated over matched DMSO controls (n = 3) and plotted against the *p-value*. Genes down-regulated and up-regulated following GW8510 treatment at least 2-fold with p<0.01 are counted.

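In alpha cells, the genes farthest from the centre of such a plot on the side of the rises include the aldehyde dehydrogenase Aldh1l1 and the adhesion molecule Nectin4. On the side of the falls they include the secreted phosphoprotein Spp2 and the stress-induced regulator Nupr1. Every gene counted at 2-fold and p under 0.01 also had an adjusted p under 0.05 in limma. Without the fold threshold, 2470 genes were higher and 2596 lower at adjusted p under 0.05, and 2888 and 2933 at unadjusted p under 0.05. The median absolute log2 fold change of the genes at adjusted p under 0.05 was 0.45, and the smallest was 0.13. In 6300 genes, or 51.4%, the 3 GW8510 arrays lay entirely above or below the 3 DMSO arrays, against 10% by chance.

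Aldh1l1, which acts on folate, had a log2 fold change of 3.95 and Nectin4 3.94, although another probe set gave 0.61 for Aldh1l1 and 2.45 for Nectin4. The receptor kinase Tek, the calcium-binding protein S100a4, the fatty acid carrier Fabp2 and the peroxisomal thiolase Acaa1b had log2 fold changes of 3.36, 3.35, 3.33 and 3.33. Over the settings of the processing, the lowest were 2.65 for Tek and 2.71 for Acaa1b, against 3.28 for S100a4 and 3.13 for Fabp2. Spp2 had a log2 fold change of -3.51, and the selenium-binding protein Selenbp1 had -3.18, from 4801 to 532. Nupr1 fell from 1442 to 163 (-3.15). The neuropeptide Cartpt had -2.82, the glycogen-targeting subunit Ppp1r3c -2.79, the apolipoprotein Apof -2.75 and the receptor phosphatase Ptprk -2.74. Another probe set of Ppp1r3c gave -0.80, and those of Ptprk gave -1.75 and -1.03.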

(TIF) Click here for additional data file.

Figure S4 **Assessment of cell-cycle and ATR activation following treatment with GW8510 and known DNA-damaging agents.** (**A**) Percent mitotic nuclei induced by the indicated concentrations of each compound. (**B**) Phosphorylation of ATR was assessed by immunofluorescence, with the nuclear intensity of p-ATR staining, overlapping with Hoechst nuclear dye, quantified using MetaXpress (Molecular Devices). Data represent the mean±SD of at least three experiments; **p<0.05, **p<0.01 and ***p<0.001.
(TIF) Click here for additional data file.

Figure S5 **Assessment of induction of the ATM pathway by GW8510.** Nuclear intensities of (**A**) phosphorylated ATM, (**B**) phosphorylated CHK2, and (**C**) phosphorylated p53 were assessed by immunofluorescence and analysis using MetaXpress software (Molecular Devices). Representative images are shown in (**D**). Data represent the mean±SD of at least three experiments; **p<0.05, **p<0.01 and ***p<0.001.
(TIF) Click here for additional data file.

Figure S6 ***Ins2*** **gene expression changes following a 2-day treatment of aTC1 cells with DNA-damaging agents.** Cells were treated with (A) doxorubicin, (B) etoposide, (C) thymidine, and (D) ethidium bromide, at indicated concentrations. Data represent the mean±SD of three biological replicates.
(TIF) Click here for additional data file.

Figure S7 **PCR analysis and quantification following halo-tag p53 ChIP of predicted p53-response elements in promoter regions of (A) a known p53 transcriptional target,** ***Cdkn1a*** **, and (B) the novel target,** ***Ins2*** **.** Percent input at each predicted response element is calculated from the standard input curve.
(TIF) Click here for additional data file.

Figure S8 **Knock-down of JNK and p38 inhibit induction of Ins2 by GW8510.** Alpha cells were transfected with the indicated siRNAs for one day, followed by three-day treatment with 1.65 µM GW8510. mRNA was collected for analysis of *Ins2* gene expression by quantitative PCR, using actin as a normalization control.
(TIF) Click here for additional data file.

Figure S9 **Effects of GW8510 on NIH3T3 cells.** Gene expression changes in NIH3T3 mouse embryonic fibroblasts following a 3-day treatment of aTC1 cells GW8510 at indicated concentrations. Data represent the mean±SD of three biological replicates; *p<0.05, **p<0.01 and ***p<0.001.
(TIF) Click here for additional data file.

Table S1 **p53-pathway related GSEA gene sets found to be enriched following 5-day treatment of alpha cells with GW8510.**
(DOC) Click here for additional data file.

Table S2 **CisRED prediction of p53 response elements (group 200034) in promoter regions of selected genes from the Mouse 4.0 database.**
(DOC) Click here for additional data file.

Table S3 **Quantitative real-time PCR primers for indicated mouse genes.**
(DOC) Click here for additional data file.

Table S4 **Primers used for PCR analysis of putative p53 response elements predicted by CisRED.**
(DOC) Click here for additional data file.

Table S5 **Species comparisons of orthologous sequences of the p53 response element predicted in mouse Ins2 promoter region by CisRED.**
(DOC) Click here for additional data file.

# Supplementary material for: GW8510 Increases Insulin Expression in Pancreatic Alpha Cells through Activation of p53 Transcriptional Activity
**Source:** PLoS One. 2012 Jan 5;7(1):e28808. doi: 10.1371/journal.pone.0028808
**Supplement:** Table S1 — p53-pathway related GSEA gene sets found to be enriched following 5-day treatment of alpha cells with GW8510.

**Table S1. p53-pathway related GSEA gene sets found to be enriched following 5-day treatment of alpha cells with GW8510**

| **GeneSet NAME** | **GeneSet SIZE** | **ES** | **NES** | **FDR q-val** |
| --- | --- | --- | --- | --- |
| MACLACHLAN_BRCA1_TARGETS_UP | 15 | 0.499 | 1.908 | 0.054 |
| TANG_SENESCENCE_TP53_TARGETS_UP | 19 | 0.682 | 1.704 | 0.077 |
| INGA_TP53_TARGETS | 15 | 0.661 | 1.645 | 0.077 |
| P53PATHWAY | 16 | 0.631 | 1.692 | 0.082 |
| P53GENES_ALL | 15 | 0.661 | 1.646 | 0.085 |
| BRCA1_OVEREXP_UP | 140 | 0.373 | 1.659 | 0.090 |
| HSA04115_P53_SIGNALING_PATHWAY | 61 | 0.605 | 1.582 | 0.107 |
| P53HYPOXIAPATHWAY | 18 | 0.574 | 1.512 | 0.113 |
| P53_SIGNALING | 81 | 0.379 | 1.458 | 0.119 |
| P53_BRCA1_UP | 32 | 0.840 | 1.313 | 0.164 |

# Supplementary material for: GW8510 Increases Insulin Expression in Pancreatic Alpha Cells through Activation of p53 Transcriptional Activity
**Source:** PLoS One. 2012 Jan 5;7(1):e28808. doi: 10.1371/journal.pone.0028808
**Supplement:** Table S2 — CisRED prediction of p53 response elements (group 200034) in promoter regions of selected genes from the Mouse 4.0 database.

**Table S2. CisRED prediction of p53 response elements (group 200034) in promoter regions of selected genes from the Mouse 4.0 database**

| **Index** | **Atomic motif ID (craMmus)** | **Annotation p-value** | **Discovery p-value** | **Motif location** | **Strand** | **Name(s) associated with the search region that contains this motif** |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | 73690 | 6.93E-07 | 0.00424 | **chr11: 40,568,967-40,568,978** | + | ENSMUSG00000020326 **Ccng1** |
| 90 | 126631 | 4.96E-05 | 0.00279 | **chr4: 11,083,410-11,083,421** | - | ENSMUSG00000028211 **Trp53inp1** |
| 188 | 94617 | 1.01E-04 | 0.0632 | **chr17: 29,228,764-29,228,789** | + | ENSMUSG00000023067 **Cdkn1a** |
| 227 | 288 | 1.22E-04 | 0.0217 | **chr7: 149,866,899-149,866,909** | + | ENSMUSG00000000215 **Ins2** |
| 307 | 126539 | 1.60E-04 | 0.0231 | **chr4: 11,115,902-11,115,909** | - | ENSMUSG00000028212 **Ccne2** |
| 380 | 197551 | 1.91E-04 | 0.000973 | **chr4: 88,940,985-88,940,990** | + | ENSMUSG00000044303 **Cdkn2a** |

# Supplementary material for: GW8510 Increases Insulin Expression in Pancreatic Alpha Cells through Activation of p53 Transcriptional Activity
**Source:** PLoS One. 2012 Jan 5;7(1):e28808. doi: 10.1371/journal.pone.0028808
**Supplement:** Table S3 — Quantitative real-time PCR primers for indicated mouse genes.

**Table S3. Quantitative real-time PCR primers for indicated mouse genes**

| **Gene** | **Fw primer sequence** | **Rv primer sequence** |
| --- | --- | --- |
| Ins2 | GTCAAGCAGCACCTTTGTGGTTCC | ACAATGCCACGCTTCTGCTG |
| Pdx1 | TCCACCACCACCTTCCAGCTCA | AATTCCTTCTCCAGCTCCAG |
| Gcg | TTCCTTTGCTGCCTGGCCCT | TTCCCAGACAGAAGCGCATGAG |
| Pax6 | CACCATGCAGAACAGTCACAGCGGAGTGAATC | TTACTGTAATCGAGGCCAGTACTGAGA |
| p53 | CGCGGGCGTAAACGCTTCGA | TCTTCAGGTAGCTGGAGTGAGCCC |
| Ccng1 | GCGTTGGAGATCCAAGCACTGA | GGAAACAAGCTCTTGCCAGAAGG |
| Cdkn1a | TCGCTGTCTTGCACTCTGGTGT | CCAATCTGCGCTTGGAGTGATAG |
| Mdm2 | CCGAGTTTCTCTGTGAAGGAGC | GTCTGCTCTCACTCAGCGATGT |
| Ccnd1 | GCAGAAGGAGATTGTGCCATCC | AGGAAGCGGTCCAGGTAGTTCA |
| Ccnd2 | GCAGAAGGACATCCAACCGTAC | ACTCCAGCCAAGAAACGGTCCA |
| Bid | CCACAACATTGCCAGACATCTCG | TCACCTCATCAAGGGCTTTGGC |
| Apaf1 | CACGAGTTCGTGGCATATAGGC | GGAAATGGCTGTCGTCCAAGGA |
| Gtse1 | AGAGGATCACCAGCAAGCTCCA | GTTTCGTCCTCTGAATGCTGGC |
| Zmat3 | AGAACCATGCCAAGAGACTCCG | TCACTCCCTTCTTTCCGAGTCC |
| Cdkn2a | TGTTGAGGCTAGAGAGGATCTTG | CGAATCTGCACCGTAGTTGAGC |
| Cdkn2b | ATCCCAACGCCCTGAACCGCT | AGTTGGGTTCTGCTCCGTGGAG |
| Ei24 | CTTGGCTTTCCTCACAGCAATGC | GGAGTCTTTGCTTCATTGGCGC |
| Ctsd | TAAGACCACGGAGCCAGTGTCA | CCACAGGTTAGAGGAGCCAGTA |
| Atr | GAAAGAGGCTCCTACCAACGAG | CAACTGTCACCTGGAGACTTGC |
| Gadd45a | CCTGGAGGAAGTGCTCAGCAAG | GTCGTCTTCGTCAGCAGCCAG |
| Cdkn1b | AGCAGTGTCCAGGGATGAGGAA | TTCTTGGGCGTCTGCTCCACAG |
| Igf1 | GTGGATGCTCTTCAGTTCGTGTG | TCCAGTCTCCTCAGATCACAGC |
| Thbs1 | GGTAGCTGGAAATGTGGTGCGT | GCACCGATGTTCTCCGTTGTGA |
| Atf3 | GAAGATGAGAGGAAAAGGAGGCG | GCTCAGCATTCACACTCTCCAG |
| Actb | GGTGGGAATGGGTCAGAAGGAC | GGCCACACGCAGCTCATTGT |
| Gapdh | TGTGCAGTGCCAGCCTCGTC | TGCCACTGCAAATGGCAGCC |

# Supplementary material for: GW8510 Increases Insulin Expression in Pancreatic Alpha Cells through Activation of p53 Transcriptional Activity
**Source:** PLoS One. 2012 Jan 5;7(1):e28808. doi: 10.1371/journal.pone.0028808
**Supplement:** Table S4 — Primers used for PCR analysis of putative p53 response elements predicted by CisRED.

**Table S4.** **Primers used for PCR analysis of putative p53 response elements predicted by CisRED**

| **Promoter of gene** | **Fw primer sequence** | **Rv primer sequence** | **Fragment size** |
| --- | --- | --- | --- |
| Ins2 | TGTCATTCCTCATGGAGACG | TGGCTCTCCTTGGGAACTTA | 188bp |
| Cdkn1a | GAAGGGGGTCCTTCAACTGT | TCCTGCTTTGGAGAAGCTGT | 208bp |
| Ccng1 | TACATTCTGGTCCGCTACCC | CCCGTTGTCCAGACTTCAAT | 184bp |

# Supplementary material for: GW8510 Increases Insulin Expression in Pancreatic Alpha Cells through Activation of p53 Transcriptional Activity
**Source:** PLoS One. 2012 Jan 5;7(1):e28808. doi: 10.1371/journal.pone.0028808
**Supplement:** Table S5 — Species comparisons of orthologous sequences of the p53 response element predicted in mouse Ins2 promoter region by CisRED.

**Table S5. Species comparisons of orthologous sequences of the p53 response element predicted in mouse Ins2 promoter region by CisRED**

| **Ensembl gene ID** | **Type** | **Species** | **Position** | **Std** | **(+)Sequence** | **Std** | **(-)Sequence** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ENSMUSG00000000215 | Target | Mus musculus | **chr7:149,866,899-149,866,909** | + | ACCCTGAGCAT | – | **ATGCTCAGGGT** |
| ENSMUSG00000000215_RNOR | Orthologue | Rattus norvegicus | **chr1:203,125,890-203,125,900** | + | ACCCTGAGCAT | – | **ATGCTCAGGGT** |
| ENSMUSG00000000215_PTRO | Orthologue | Pan troglodytes | chr9:2,335,443-2,335,453 | + | ACCCTGAGCCC | – | GGGCTCAGGGT |
| ENSMUSG00000000215_HSAP | Orthologue | Homo sapiens | **chr11:2,138,935-2,138,945** | + | ATCCTGAGCCC | – | **GGGCTCAGGAT** |
| ENSMUSG00000000215_MMUL | Orthologue | Macaca mulatta | SCAFFOLD150906:857-867 | – | GCCCTGAGCCC | + | GGGCTCAGGGC |
| ENSMUSG00000000215_BTAU | Orthologue | Bos taurus | chr29:44,350,558-44,350,568 | + | ACCCTGAGCCC | – | GGGCTCAGGGT |
| ENSMUSG00000000215_CFAM | Orthologue | Canis familiaris | chr18:49,347,846-49,347,856 | + | ACCCTGAGCCC | – | GGGCTCAGGGT |
| ENSMUSG00000000215_OCUN | Orthologue | Oryctolagus cuniculus | scaffold_96961:504-514 | – | GGGCTGAGCCT | + | AGGCTCAGCCC |
| ENSMUSG00000000215_CPOR | Orthologue | Cavia porcellus | ENSMUSG00000000215_CPOR:207-217 | – | GGCGTCAGCAC | + | GTGCTGACGCC |

How the deposited data were processed for this re-analysis (not part of the article)

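The values are array intensities deposited by the authors for 12 Affymetrix arrays with 22690 probe sets. The submitters' processing notes name RMA and give no version. The values are linear and lie between 20 and 20000, bounds assumed to be the authors', so the log2 was taken here, with no pseudocount. Probe sets at a bound on all arrays of a group give only a limit there, and no fold is printed where both groups of a comparison are at a bound. Of the probe sets, 64 are controls, 20380 were assigned to 1 gene symbol and 691 to several, and 1555 were not used because they carry no symbol here. Among the probe sets with 1 gene symbol, 330 were at the lower or the upper bound on all arrays. This left 12255 genes with 1 probe set each, of which 4854 had more than 1 probe set to choose from.

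All 4 groups (alpha cells with DMSO or GW8510, beta cells with DMSO or GW8510, 3 arrays each) were fitted together with limma 3.58.1 in R 4.3.3, with group means, contrasts and empirical Bayes. The prior added 3.52 degrees of freedom to 8 residual ones, and the median residual SD was 0.107 on the log2 scale. Contrasts were GW8510 over DMSO in alpha cells, the same in beta cells, and the difference between both. The paper's text names no test for the arrays. Replicate numbers did not pair the arrays, so no block was used. Adjusted p-values are from limma with Benjamini-Hochberg over all genes, and those of gene lists are from camera, adjusted over 23 lists. The list of hypoxia-induced genes was added later and is not among these 23, so this adjustment does not describe its p-values. Further list tests were fry, camera with an estimated correlation, and fgsea 1.28.0.

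Genes are named by a rule: genes of the paper's array and RT-PCR data (whose values in the figures had been seen), the 10 largest rises and 10 largest falls of each cell line and the 8 largest differences each way, among genes at adjusted p under 0.05 whose arrays lie entirely apart between the groups (for the differences, at adjusted p under 0.05), and up to 4 members of each list with the largest changes. Members outside this rule that are named because 5 or fewer of a list moved one way were chosen after their values were seen. Polk and Ercc5 are also named outside this rule, and any other probe sets of theirs were not compared. Gene lists were written from general knowledge. The list of genes measured by RT-PCR and the list of genes with a p53 response element are the study's own and were left out of the list tests.

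The settings varied were the normalization between arrays, the probe set of a gene, a filter on the dimmest 25% of genes, the arrays in the fit, the estimate of spread, array weights, pseudocounts of 1 and 16, a replicate block, and each array left out in turn. A test on simulated arrays of the same size with 200 changed genes returned 83.6% of those changed by log2 0.5 in the 3 against 3 comparison and 100% of those changed by 1, and 47.8% and 94.0% for the difference between lines. It called 0 genes in a contrast with no change. Unchanged genes made up 10 of 199 calls in the 3 against 3 comparison and 11 of 171 in the difference between lines. These rates hold for the simulated arrays and may not carry over, since 5066 genes were called in alpha cells against 200 changed in the simulation. Bax, Trp53, Ins1 and Gapdh were not analysed here, apart from Gapdh control probe sets.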

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

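The tests of background signal at the Ins2 probe set, of unsaturated control probe sets, and of the starting level and the ceiling of p53 target genes in beta cells were chosen after the result was seen.

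The arrays of the beta cell line βTC3 show a response to the same dose of GW8510 that the paper's text does not report. In beta cells, 2417 genes were higher and 1757 lower at adjusted p under 0.05, and at least 2-fold changes at unadjusted p under 0.01 were found in 147 genes upward and 83 downward. The excess of higher genes rests on the processing. It was 1948 higher and 2005 lower without beta GW8510 replicate 3, and 2213 each way after quantile normalization once more. The groups did not overlap in 5631 genes, or 45.9%, against 10% by chance. Slc2a2, the glucose transporter of beta cells, rose 34.7-fold, from 87.5 ± 4.75 to 3037 ± 187 (mean ± SD, n = 3), a log2 fold change of 5.12 (adjusted p = 5.98e-13). The other large rises were those of Serpina1c (log2 fold change 4.38), 2210409E12Rik (3.82), Selenop (3.04), the p53 target Perp (2.99), Upb1 (2.96), the gluconeogenic enzyme Fbp1 (2.92), the tight-junction gene Cldn1 (2.81), Serpina1b (2.52) and Ephx1 (2.42). Serpina1b and Serpina1c are near-identical paralogs whose probe sets can bind each other's transcripts, so their separate values are uncertain. The largest falls were those of Ctnnd2 (log2 fold change -2.07), Gpc6 (-1.99), Derl3 (-1.98), Ctnna2 (-1.97), Synpr (-1.92), H2aw (-1.90), Slc8a1 (-1.86), Cplx2 (-1.85), Rit2 (-1.80) and Ptprn2 (-1.73). Other probe sets in beta cells gave -0.12 for Gpc6, 0.03 and 0.09 for Slc8a1, 0.00 and -0.96 for Rit2, and -0.03 and 3.38 for Cldn1, so these changes rest on some of the probe sets.

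In beta cells, lysosome and autophagy genes rose, with 22 of 30 higher, none lower and 8 not passing, and 23 higher and 1 lower when adjusted over the list alone (camera, adjusted p = 2.13e-08, and 0.442 with an estimated correlation). Neu1, a sialidase, had a log2 fold change of 1.76 and Gla 1.17, but the other probe sets gave 0.05 and 0.54 for Neu1 and 0.60 for Gla. Of 19 genes of cholesterol synthesis and uptake, 11 were higher and 8 did not pass, also when adjusted over the list alone (adjusted p = 0.00445, and 0.635 with an estimated correlation). Tm7sf2 had 1.30. Of 28 genes of ribosome biogenesis, 15 were higher, 1 was lower (Nop58) and 12 did not pass, with 17 higher and 1 lower when adjusted over the list alone (adjusted p = 0.00748, and 0.635 with an estimated correlation). Utp4 had 1.04.

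Downward in beta cells, endocrine secretory genes had 15 of 28 lower, 1 higher (Syt13) and 12 not passing, with 15 lower and 3 higher when adjusted over the list alone (camera, adjusted p = 5.42e-05, and 0.442 with an estimated correlation). Vamp2 and Cacna1d, which act in exocytosis, had log2 fold changes of -0.67 and -0.65, but another probe set of each gave -0.25 and 0.03 and did not pass. In the list of ER stress and the integrated stress response, 11 of 30 were lower, 2 higher (Asns and Ppp1r15a) and 17 not passing, also when adjusted over the list alone (adjusted p = 0.000106, and 0.585 with an estimated correlation). Atf6 had -0.57 and Chac1 -0.54, and Chac1 in beta cells no longer passed with the ordinary statistic on the 6 arrays of the beta line (0.0689). Of 36 genes of G1/S and DNA replication, 16 were lower, 3 higher (Mcm10, Orc1 and Chaf1b) and 17 not passing, with 16 lower and 5 higher when adjusted over the list alone (adjusted p = 0.000368, and 0.635 with an estimated correlation). Another probe set of Mcm10 gave log2 0.13 and did not pass.

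Of 18 matrix genes in beta cells, 5 were higher (Lgals1, S100a6, Col1a2, Vim and Postn), none was lower and 13 did not pass, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0319, and 0.669 with an estimated correlation). The list of extracellular matrix and fibroblast markers in beta cells no longer passed without beta DMSO replicate 2 (0.0588), without the dimmest 25% of genes (0.0693), with a trend in the spread (0.0535) and in fgsea (0.0779), within a range of 0.00283 to 0.669 over the settings of camera and fgsea. Of 17 genes of exocrine pancreas and duct, 3 were higher (Anxa2, Cela1 and Krt7), none was lower and 14 did not pass, also when adjusted over the list alone (adjusted p = 0.0445, and 0.669 with an estimated correlation). The list of exocrine pancreas and duct markers in beta cells no longer passed without beta DMSO replicate 1 (0.0886), without beta DMSO replicate 2 (0.058), without beta GW8510 replicate 1 (0.103), after median centring (0.052) or quantile normalization (0.0981), with the mean of the probe sets (0.0719), with a trend in the spread (0.0642) or with a pseudocount of 16 (0.0527), within a range of 0.00866 to 0.669 over the settings of camera and fgsea. The log2 fold change of Anxa2 in beta cells was 2.10, but 0.05 and 0.49 in its other probe sets.

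Alpha and beta cells differed in their response. The difference between the fold changes (alpha minus beta) was positive in 1475 genes and negative in 2013 at adjusted p under 0.05. The excess of negative differences rests on the scaling and on 1 array. The positive and negative counts were 1824 and 1827 with each array centred on its median. They were 1956 and 1933 after quantile normalization once more, and 1775 and 1804 without beta GW8510 replicate 3. The largest positive differences were those of Rgs5 (log2 5.64), Aldh1l1 (4.19), Nectin4 (3.86), Ckmt1 (3.75), Acaa1b (3.35), Tek (3.29), Cd68 (3.19) and Enc1 (3.19). Other probe sets gave differences of 0.51 for Aldh1l1, 2.34 for Nectin4, 3.12 for Ckmt1, 0.84 and 2.94 for Enc1, and 2.52 to 4.45 for Rgs5. The largest negative ones were Serpina1c (-6.57), Serpina1b (-6.31), Slc2a2 (-5.21), Spp2 (-4.69), Selenbp1 (-3.80), Nupr1 (-3.79), Ndrg1 (-3.75) and 2210409E12Rik (-3.51). Of 100 splits of the arrays within each line, 2 gave as many genes as the real 3488, and 1 of these is the real split itself. Splits that mix DMSO with GW8510 arrays put the response of each line into the spread, so few genes can pass in them. These splits therefore cannot decide whether the lines differ by chance. The highest other split, with 5724 genes, keeps the true groups with the beta groups mirrored, so it counts the sum of both responses.

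Among the lists, the difference was upward in alpha cells for p53 target genes (21 higher and 4 lower, camera, adjusted p = 4.44e-09, and 0.37 with an estimated correlation) and for the p53 signalling pathway (22 and 17, adjusted p = 0.0454, and 0.812 with an estimated correlation). The same direction was found for the G1 cyclins and CDKs (11 higher and 3 lower, adjusted p = 0.0102, and 0.73 with an estimated correlation), for NRF2 target genes (11 and 4, adjusted p = 0.0091, and 0.77 with an estimated correlation) and for lysosome and autophagy genes (10 and 7, adjusted p = 0.0454, and 0.812 with an estimated correlation). It was downward for G2 and M phase genes (1 higher and 28 lower, adjusted p = 3.22e-08, and 0.464 with an estimated correlation) and for G1/S and DNA replication genes (3 and 13, adjusted p = 0.0454, and 0.812 with an estimated correlation).

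Fewer p53 target genes were higher in beta cells (11 of 35, with 2 lower and 22 not passing) than in alpha cells, with a median difference (alpha minus beta) of log2 0.53 over all 35 and 1.41 over the 21 members with a positive difference, while 4 members had a negative one. Probe sets at the ceiling in beta cells are argued against, since 0 of the 21 had a beta array at the ceiling. Array scaling is argued against, since 20 of the 21 kept a positive difference after median centring and after quantile normalization. A higher starting level in beta cells stays open, because the median difference with DMSO (beta minus alpha) was log2 -0.10 with an SD of 1.00 over the 21 members, and 10 of them were higher in beta cells. A difference in p53 function between the lines, both of which carry T antigen, also stays open and was not tested.

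Ins2 rose less on the arrays than by RT-PCR in Figure 1A. A probe set near the top of the array's range is argued against, because Ins2 in the beta DMSO arrays, at the upper bound, was at least log2 7.05 above that of the alpha GW8510 arrays. Background signal at the probe set cannot be told apart from expression, since no array lacks Ins2 RNA by design. The alpha DMSO mean of 96.8 lies below the median of all probe sets (177.9), but other probe sets do not measure the background at this one. No biological explanation was tested, and the RT-PCR of Figure 1A was a separate experiment.

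In alpha cells, 5066 genes changed at adjusted p under 0.05 and 4174 in beta cells. The highest count of the other splits of the 6 arrays was 0 in each line (1 of 10 splits reached the real count in each), which is too few splits for a share under 0.05. RNA degradation in one group was read from the 3' and 5' control probe sets. For beta-actin the alpha groups differed by log2 0.11, which decides nothing because the 3' probe set was at the upper bound with DMSO. In unsaturated control probe sets the largest of 3 differences was log2 0.28, which argues against degradation as the cause in alpha cells. In beta cells the same control probe sets differed by log2 0.76 for the transferrin receptor, -0.46 for pyruvate carboxylase and -0.04 for beta-actin, in both directions, so degradation stays open there. In both lines a response to GW8510 is the explanation that the design gives. That response may include toxicity, since the paper mentions toxicities at 3.3 µM, the dose of the arrays, and used a lower dose in later work. Whether toxicity or cell loss contributes to these changes was not tested.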

How the results depend on the processing

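The settings with every probe set named here or not, with any probe set of a gene, with the probe set of largest change and with no array at a bound were chosen after seeing the data.

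Of 223 named gene changes that passed and were followed through the settings, 208 passed in every setting, 15 were lost in at least 1 and 0 reversed. Some named changes, such as those of Polk, Cd82 and Timp2 in alpha cells, were not followed in this way. The count of 208 does not show that a change holds in each probe set of a gene. Gpc6, Slc8a1 and Rit2 in beta cells were lost in 0 settings. Other probe sets gave them -0.12, 0.03 and 0.09, and 0.00 and -0.96. Nor was every gene followed in the same number of settings, with 17 for Tek and 19 for Rgs5 in alpha cells. The p53 target genes in alpha cells passed by camera in every setting of the fit (1.87e-09 to 7.99e-08 with 1 array left out) and in fgsea (9.03e-06), but not with an estimated correlation (0.281).

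With 1 array left out, alpha cells had 2127 to 2492 genes higher and 2292 to 2509 lower, and 313 to 325 and 281 to 308 at 2-fold. Beta cells had 1927 to 2432 higher and 1370 to 2005 lower, and 129 to 157 and 77 to 100 at 2-fold, and the difference between lines 1231 to 1775 and 1675 to 2124. The share of higher genes in beta cells, 57.9%, was 49.3% without beta GW8510 replicate 3, the array with the highest median (199.95), and 50.0% after quantile normalization.

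Counting every probe set on its own gave 3774 higher and 4172 lower in alpha cells, 481 higher at 2-fold, 3723 higher and 2764 lower in beta cells, 125 lower at 2-fold, and 3074 negative differences, because this setting counts probe sets. The ordinary statistic on 6 arrays gave 1157 lower in beta cells and array weights gave 2280 positive differences; the cause was not tested. With every probe set named here or not, 510 were higher and 481 lower at 2-fold in alpha cells, again a count of probe sets.

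With an estimated correlation 0 lists passed in alpha cells and 0 in beta cells, because this setting allows for correlated genes. Directional fry, which does not compare with other genes, passed 18 lists in alpha and 21 in beta cells, and mixed fry 23 in each. Alpha-cell identity genes in alpha cells reversed in directional fry (0.000868), and beta-cell identity genes in beta cells in directional fry (3.6e-06) and fgsea (0.0292). The cause was not tested.

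The replicate number as a block left 2384 higher and 2442 lower in alpha cells. Genes dim on all arrays, and the bounds at 20 and 20000, limit what can be read: over 11803 genes with no array at a bound, alpha cells had 2449 higher and 2570 lower.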

Differences from the paper's values

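The setting with the probe set of largest change and the setting with any probe set of a gene were chosen after seeing the values. Of 23 array fold changes read from the paper's figures, 3 differed from those found here by more than 1.5 times and by more than the replicate SD, the tolerance used for every value below. Within it, smaller gaps remain, such as Ccnd1 (the paper's about 3.2 in Figure 2B, read by eye, and 2.22 here) and Trp53inp1 (the paper's about 4.1 in Figure 5A, read by eye, and 3.08 here). For these genes the probe set with the largest change, chosen after seeing the values, gave 3.17-fold and 4.03-fold.

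Cyclin G1 rose more in the paper's plots than for the probe set used here. Ccng1 is the paper's about 11-fold in Figure 2B and about 11-fold in Figure 5A, read by eye, and 7.10-fold here. Of the alternatives set before the data were examined, the mean of the probe sets of a gene gave 9.28-fold, which is within 1.5 times of the paper's value though still below it, and all others differ by more. The probe set with the largest change, chosen after seeing the values, gave 10.7-fold.

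Cyclin D2 likewise rose more. Ccnd2 is the paper's about 5.6-fold in Figure 2B, read by eye, and 3.71-fold here. Of the alternatives set before the data were examined, median centring (3.75), quantile normalization (3.76), and the fits without alpha DMSO replicate 1 (3.75) and without alpha GW8510 replicate 1 (3.83) fall just within 1.5 times of the paper's value and do not close the gap, and all others, with the mean of the probe sets at 3.28, differ by more than 1.5 times. The probe set with the largest change, chosen after seeing the values, gave 5.55-fold. The same choice moved Igf1 to 0.164-fold, against the paper's about 0.37 in Figure 2B, read by eye, and 0.487 with the probe set used here, while the remaining probe set of Igf1 gave 0.364-fold.

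The paper counts 364 genes up-regulated and 347 down-regulated at 2-fold and p under 0.01, without naming the test, and the counts here were 320 and 298. Counting a gene when any of its probe sets passed, a choice made after seeing the values, gave 364 and 351. The paper lists no genes for these counts, so how many of its calls each setting drops was not computed.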

Other observations

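The list of hypoxia-induced genes and its test were chosen after the largest changes were seen.

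Genes of islet cell identity moved in both directions in alpha cells on the arrays. Pdx1, a transcription factor of beta cells, rose 5.28-fold, from 70.8 ± 4.73 to 374 ± 21.9 (mean ± SD, n = 3, adjusted p = 1.51e-10), while its other probe set gave 1.45-fold. Iapp, the islet amyloid peptide, rose 2.73-fold, with log2 fold changes of 0.59 to 1.91 in its other probe sets, and Ttr, transthyretin, had a log2 fold change of 1.25. Pax6 and Nkx2-2, transcription factors of islet cells, had log2 fold changes of -0.95 and -1.30, although the other probe sets of Pax6 gave -1.10 to 0.13, and Irx1 and Irx2, of alpha cells, -0.78 and -0.45. Gcg was at the upper bound on all 6 alpha arrays, so no fold is given. In beta cells Gcg rose 1.87-fold, from 6420 ± 367 to 12041 ± 798 (mean ± SD, n = 3). The probe sets used for Ins2, Iapp and Ttr were at the upper bound on all 6 beta arrays. Another probe set of Iapp gave a log2 fold change of -0.36 in beta cells and did not pass.

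Of 10 islet hormone genes in alpha cells, 3 were higher (Ins2, Iapp and Pyy), none was lower and 7 did not pass, with 4 higher and 1 lower when adjusted over the list alone (camera, adjusted p = 0.542). Pyy in alpha cells had a log2 fold change of 0.23 and its call ended without alpha DMSO replicate 1 (adjusted p = 0.149) or 3 (0.126) and without alpha GW8510 replicate 1 (0.082), 2 (0.0998) or 3 (0.0513), with a replicate block (0.0506), with the 6 arrays of the alpha line alone (0.0712), with the ordinary statistic (0.137), with a trend (0.0867) and after quantile normalization once more (0.0775), within a range of 0.00572 to 0.149. Of 17 beta-cell identity genes, 4 were higher (Ins2, Iapp, Pdx1 and Ero1b) and 4 lower (Nkx2-2, Abcc8, Trpm5 and Kcnj11), with camera at 0.945. Of 9 alpha-cell identity genes, 2 were higher (Ttr and Pou3f4) and 3 lower (Irx1, Irx2 and Sgce), also at 0.945. In beta cells these 3 lists did not pass either (adjusted p = 0.633, 0.74 and 0.118). Over the settings of camera and fgsea, the lowest adjusted p there was 0.0292 for beta-cell and 0.0133 for alpha-cell identity genes. Members at the upper bound on all arrays of a line stayed in these lists with a log2 fold change of 0. These include Gcg in alpha cells, and Ins2, Iapp and Ttr in beta cells. The list tests therefore cannot decide whether these genes changed there.

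Of 28 endocrine secretory genes in alpha cells, 15 were lower, 5 higher (Chga, Scg2, Pcsk1n, Scg3 and Ptprn) and 8 did not pass, with 16 lower and 6 higher when adjusted over the list alone (camera, adjusted p = 0.0153, and 0.557 with an estimated correlation). Ptprn2, a protein of secretory granules, had a log2 fold change of -1.53, and Chga, chromogranin A, 1.18. The list of endocrine secretory machinery in alpha cells no longer passed without alpha GW8510 replicate 1 (0.0538), without the dimmest 25% of genes (0.0545) or in fgsea (0.211), within a range of 0.00257 to 0.557 over the settings of camera and fgsea. Of 29 interferon-stimulated genes in alpha cells, 11 were higher, 2 lower (Stat2 and Tap2) and 16 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.00735, and 0.557 with an estimated correlation). B2m, a subunit of MHC class I, had a log2 fold change of 1.90, and the RNA sensor Ifih1 and the chemokine Cxcl10 had 1.52 and 1.49. In beta cells 12 of the 29 were higher and 4 lower (adjusted p = 0.118), with a median log2 fold change of 0.22 in each line, and the difference between the lines did not pass (0.127).

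Other lists did not pass in alpha cells with the settings used throughout. The lists of G1 cyclins and of ribosome biogenesis did pass in some other setting of camera or fgsea (lowest adjusted p = 0.0176 and 0.0204). In beta cells the same held for G1 cyclins (0.0235), AP-1 (0.00384), interferon-stimulated (0.000506) and neuronal genes (0.000506). Of 20 G1 cyclins, CDKs and CDK inhibitors, 9 were higher and 6 lower (10 and 6 when adjusted over the list alone, camera, adjusted p = 0.353, and 0.118 in beta cells). Of 26 apoptosis regulators, 9 were higher and 6 lower (10 and 7 when adjusted over the list alone, 0.467, and 0.733 in beta cells). Of 25 AP-1 and immediate early genes, 8 were higher and 9 lower (9 and 10 when adjusted over the list alone, 0.814, and 0.065 in beta cells), with Klf4 at log2 1.69 and Junb at 1.29. Of 19 genes of the JNK and p38 cascade, 3 were higher (Map2k3, Map2k4 and Map3k7) and 4 lower (Mapk10, Map3k1, Map3k5 and Mapk8ip1), with camera at 0.945 in alpha and 0.74 in beta cells. Of 19 cholesterol genes, 9 were higher and 6 lower (10 and 6 when adjusted over the list alone, 0.714). Of 28 ribosome biogenesis genes, 10 were higher and 1 lower, Nop58 (0.0697).

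Of 9 aryl hydrocarbon receptor targets in alpha cells, 3 were higher (Nqo1, Nfe2l2 and Aldh3a1) and 1 lower (Tiparp), with camera at 0.353 and, in beta cells, 0.74. Of 25 senescence-associated secreted factors, 4 were higher (Cxcl1, Tnfrsf1b, Cxcl2 and Timp2) and 2 lower (Vegfa and Igfbp4), with camera at 0.629 in alpha and 0.633 in beta cells. Tnfrsf1b in alpha cells no longer passed without alpha DMSO replicate 1 (adjusted p = 0.097) or 2 (0.0706), without alpha GW8510 replicate 2 (0.0863) or 3 (0.0891), or with a replicate block (0.0623), within a range of 7.76e-04 to 0.097, and its other probe set gave log2 0.22 and did not pass. The other probe sets of Timp2 in alpha cells gave negative log2 fold changes of -0.33 to -0.09, against 0.21 for the one used. Of 18 matrix genes, 3 were higher (S100a6, Lgals1 and Vim) and none lower (0.244), and of 17 exocrine and duct genes, 4 were higher (Krt7, Cela1, Krt18 and Muc1) and 1 lower (Anxa2) (0.411). The calls of Krt18 and Muc1 in alpha cells ended when 1 array was left out: Krt18 without alpha DMSO replicate 1 (0.0594) or 3 (0.0665) or alpha GW8510 replicate 1 (0.0697), and also with the ordinary statistic on 6 arrays (0.0953), and Muc1 without alpha DMSO replicate 1 (0.11), 2 (0.0551) or 3 (0.0749) or alpha GW8510 replicate 1 (0.0699), and also with a replicate block (0.0586), with the 6 arrays of the alpha line alone (0.122) and with the ordinary statistic (0.228). The ranges were 0.00582 to 0.0953 for Krt18 and 0.0176 to 0.228 for Muc1. Other probe sets of Anxa2 gave log2 0.23 and -0.21 and did not pass. Of 19 neuronal genes, 6 were higher and 8 lower (0.553, and 0.224 in beta cells), from Stmn3 at log2 0.95 to Mapt at -1.09. For the alpha lists with a single pair of counts, the counts were the same when adjusted over the list alone. In beta cells the p53 target genes (camera, adjusted p = 0.11), the p53 signalling pathway (0.396), G2 and M phase genes (0.72) and NRF2 target genes (0.118) did not pass. The p53 target genes and the p53 signalling pathway did pass there in some other setting of camera or fgsea (lowest adjusted p = 0.0121 and 0.00866). Of the lists that passed in only 1 line, the difference between the lines did not pass for cholesterol (0.135), ribosome biogenesis (0.625), matrix (0.853) or exocrine and duct genes (0.747).

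The responses of both lines overlapped. Of the genes called in each line, 1111 were higher in both, against 487.1 for independent calls, and 1108 were lower in both, against 372.2. Of the others, 144 were higher in alpha and lower in beta cells (354.1 for independent calls) and 303 lower in alpha and higher in beta cells (512). Across genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.379.

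Some stress-response genes, such as Ndrg1 and Chac1, fell in alpha cells, while others, such as Hmox1, rose. Lower oxygen in the DMSO cultures, for example from more cells per well, was tested as a candidate explanation of the falls. Of 30 hypoxia-induced genes written down without the genes already seen, 25 were measured. In alpha cells 18 were lower and 2 higher (Egln3 and Ak4), with 19 lower and 2 higher when adjusted over the list alone and a median log2 fold change of -0.53, which is what this explanation predicts (camera, adjusted p = 1.32e-06, and 0.363 with an estimated correlation). Hk2, the prolyl hydroxylase Egln1 and Pfkl had log2 fold changes of -1.86, -1.59 and -1.20. In beta cells 18 were higher and 0 lower, with 19 when adjusted over the list alone and a median of 0.43 (adjusted p = 3.26e-07, and 0.458 with an estimated correlation), with Ldha at 1.80. The difference between the lines was negative in 20 and positive in 1 (Egln3), with a median of log2 -1.02 (adjusted p = 7.84e-12, and 0.236 with an estimated correlation). A direct effect of GW8510 on glycolysis genes alone does not predict falls of members outside glycolysis. In alpha cells, Egln1, Mxi1, Bhlhe40 and Kdm3a had log2 fold changes of -1.59, -1.01, -1.01 and -0.67. Higd1a, P4ha1 and Stc2 had -0.63, -0.53 and -0.53, while Egln3 and Ak4 rose and Car9, Ddit4, Lox and Insig2 did not pass. These values argue against an effect on glycolysis genes alone for the members that fell. A wider direct effect of GW8510 stays open, since oxygen was not measured. Toxicity at the dose of the arrays, which the paper mentions, was not tested as a cause either.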
